# Yap suppresses T-cell function and infiltration in the tumor microenvironment

**DOI:** 10.1371/journal.pbio.3000591

**Published:** 2020-01-13

**Authors:** Eleni Stampouloglou, Nan Cheng, Anthony Federico, Emily Slaby, Stefano Monti, Gregory L. Szeto, Xaralabos Varelas

## Abstract

A major challenge for cancer immunotherapy is sustaining T-cell activation and recruitment in immunosuppressive solid tumors. Here, we report that the levels of the Hippo pathway effector Yes-associated protein (Yap) are sharply induced upon the activation of cluster of differentiation 4 (CD4)-positive and cluster of differentiation 8 (CD8)-positive T cells and that Yap functions as an immunosuppressive factor and inhibitor of effector differentiation. Loss of Yap in T cells results in enhanced T-cell activation, differentiation, and function, which translates in vivo to an improved ability for T cells to infiltrate and repress tumors. Gene expression analyses of tumor-infiltrating T cells following Yap deletion implicates Yap as a mediator of global T-cell responses in the tumor microenvironment and as a negative regulator of T-cell tumor infiltration and patient survival in diverse human cancers. Collectively, our results indicate that Yap plays critical roles in T-cell biology and suggest that Yap inhibition improves T-cell responses in cancer.

## Abstract 2

This study identifies the Hippo pathway effector Yap as a negative regulator of T cells, functioning to reduce T cell activation and differentiation. Yap inhibition promotes tumor T cell responses, including an increased ability for T cells to infiltrate tumors; these observations suggest that Yap inhibition may increase immune responses in cancer patients.

## Introduction

Cluster of differentiation 8-positive (CD8^+^) and cluster of differentiation 4-positive (CD4^+^) T cells are central players in the adaptive immune system. T cells elicit targeted, antigen-specific responses for direct killing of an infected or transformed cell, shaping and regulating the immune response in host defense [1]. Most mature T cells circulate in a resting, naïve state, and upon cognate antigen recognition, T cells become activated, proliferate clonally, and differentiate into effector T cells. Naïve CD8^+^ T cells differentiate into cytotoxic T cells, while CD4^+^ T cells differentiate into an array of different types of helper (i.e., T helper cell type 1 [Th1], Th2, Th17) or regulatory T cells (Tregs) depending on microenvironmental cues [2]. Each phenotype is defined by expression of signature transcription factors and effector cytokines leading to distinct functions [3].

T-cell activation also up-regulates negative feedback mechanisms, such as inhibitory receptors, which minimize pathogenic inflammation and autoimmunity [1,4]. This network of immunosuppressive factors is frequently co-opted in chronic infections and cancer, leading to terminally differentiated and exhausted T cells that lose effector function and ability to infiltrate disease sites [5]. The finding that revitalization of exhausted, dysfunctional T cells can restore the immune response has revolutionized cancer therapy with the use of checkpoint inhibition [6]. Chimeric antigen receptor T cells (CAR-Ts), engineered for enhanced antigen recognition and costimulation, also demonstrate promising clinical efficacy [7–9]. However, both immunotherapies are effective for only a fraction of patients [10–14]. Major challenges to extending the efficacy of immunotherapy to more cancer patients include sustaining T-cell activation and achieving T-cell infiltration in the immunosuppressive microenvironment of solid tumors [15–24]. Improved understanding of mechanisms controlling T-cell differentiation and function is critical to overcoming these barriers.

Yes-associated protein (Yap) is a key effector of the Hippo signaling pathway, directing transcriptional programs that control stem cell biology by integrating microenvironmental and cell-intrinsic cues [25]. Yap controls signals that mediate cell death and survival, proliferation, and cell fate determination, while dysregulated Yap activity contributes to disease, most notably cancer [26]. While the dynamics of Yap regulation coupled with differentiation are well characterized in stem cells and tissue-specific progenitor cells, less is known about the role of Yap in T cells. The Hippo pathway has been implicated in coupling CD8^+^ T-cell clonal expansion to terminal differentiation through up-regulation of the Large tumor suppressor kinase 1 (LATS1) kinase and Yap degradation [27]. The Hippo pathway kinases mammalian sterile 20-like 1/2 (MST1/2) have also been implicated in thymocyte egress and antigen recognition, lymphocyte polarization, adhesion and trafficking, survival, differentiation and proliferation [28–36]. Furthermore, an immune-cell–intrinsic role for Yap in CD4^+^ T cells has also been described, with Yap potentiating transforming growth factor beta (TGFβ) signaling responses that direct Treg function [37].

In this study, we investigated the role of Yap in primary CD4^+^ and CD8^+^ T-cell responses—namely, activation, proliferation, and differentiation into effector T-cell subsets—and how Yap might affect T-cell responses in cancer. We observed that Yap levels are elevated upon T-cell activation and that conditional deletion of the *Yap* gene in CD4^+^ and CD8^+^ T cells enhanced their activation and differentiation potential. These phenotypes translated in vivo to reduced growth of B16F10 melanoma and Lewis lung carcinoma (LLC) lung cancer tumors in mice with Yap-deleted T cells, with these mice showing notably increased T-cell infiltration into tumors. Using adoptive T-cell transfer experiments, we observed that Yap-deleted polyclonal CD8^+^ T cells have an intrinsic ability to infiltrate tumors with higher efficiency. RNA sequencing (RNA-seq) analyses of Yap-deleted tumor-infiltrating lymphocytes (TILs) revealed up-regulation of key signals important for CD4^+^ and CD8^+^ T-cell activation, differentiation, and function. Notably, we found that Yap-regulated gene expression changes were tumor specific, as we observed minimal gene expression changes in lymphocytes isolated from tumor-draining lymph nodes (TDLNs). Yap-regulated gene expression signatures from TILs correlated with T-cell infiltration and patient survival across multiple human cancers in The Cancer Genome Atlas (TCGA), including melanoma and lung cancer, consistent with our mouse studies. Our study highlights Yap as a broad suppressor of CD4^+^ and CD8^+^ T-cell activation and function and a key regulator of T-cell tumor infiltration and survival in cancer immunotherapy patients.

## Results

### Yap inhibits CD4^+^ and CD8^+^ T-cell activation

To study the role of Yap in T cells, we started by analyzing Yap levels in isolated mouse primary CD4^+^ and CD8^+^ T cells that were either unstimulated or activated with anti-CD3/CD28 coated beads across a range of time points up to 24 hours. We observed rapid induction of Yap protein in both CD4^+^ and CD8^+^ T cells upon in vitro activation (Fig 1A and 1B). This observation contrasted with prior reports that Yap is exclusively expressed in Tregs or CD8^+^ T cells cultured under specific conditions [27,37], which prompted us to systematically explore roles for Yap in CD4^+^ and CD8^+^ T-cell activation and function. To gain insight into the roles of Yap in T cells, we generated a mouse model in which Yap deletion and enhanced yellow fluorescent protein (EYFP) expression are induced under the control of the CD4 promoter (Yap-locus of X-over P1 [loxP]/loxP; lox-stop-lox [LSL]-EYFP; CD4-Cre, herein referred to as Yap-conditional knockout [cKO]). Yap expression was efficiently reduced in both CD4^+^ and CD8^+^ T cells in Yap-cKO mice, which was expected given the activity of this Cre model at the CD4^+^CD8^+^ double-positive (DP) stage of T-cell development (S1A and S1B Fig), and cells were also efficiently marked by EYFP expression (S1C and S1D Fig). No systemic defects or gross phenotypes were observed in Yap-cKO mice housed in a barrier facility.

**Fig 1:**
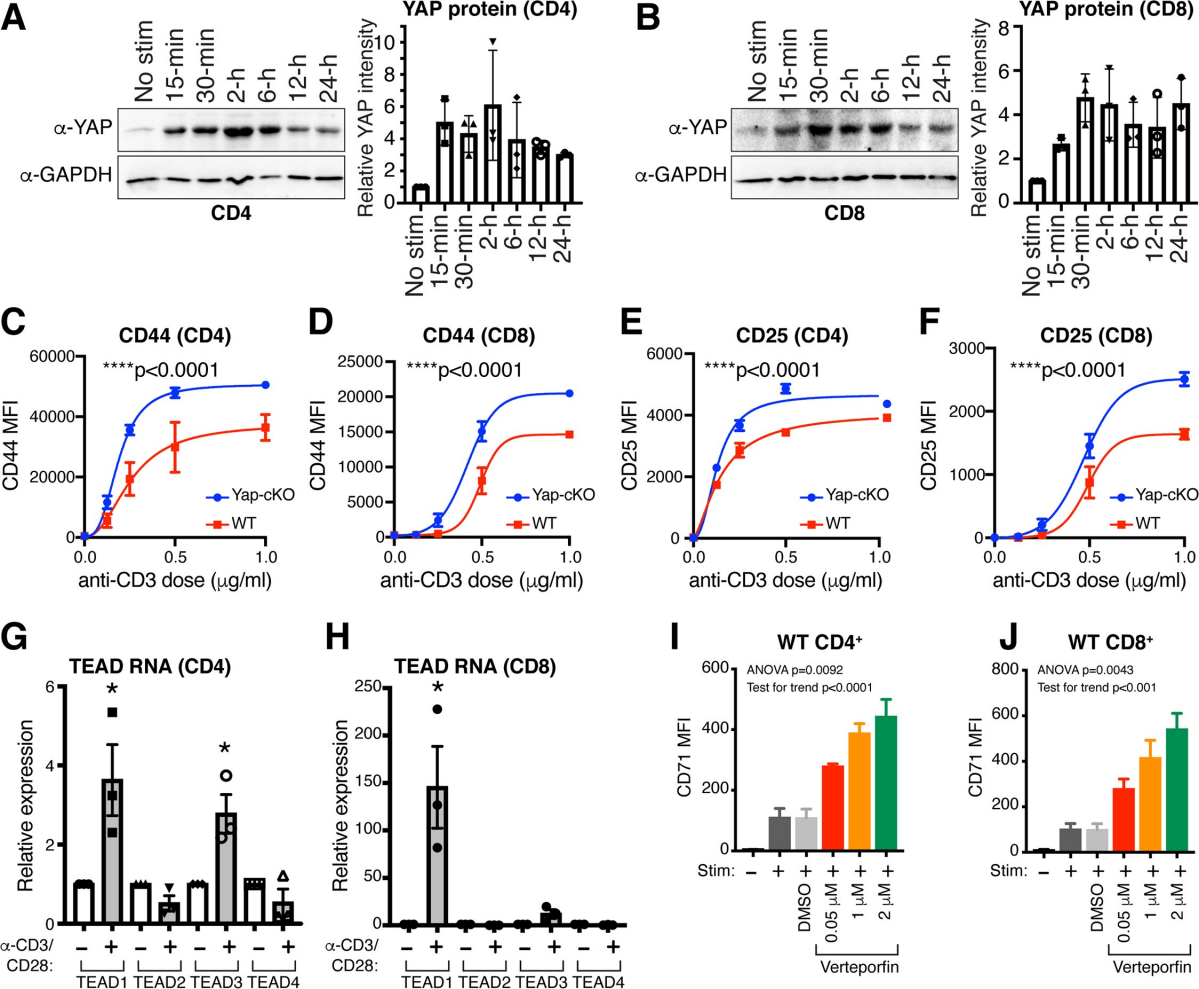
Yap expression is induced upon T-cell activation resulting in suppression of T-cell activation. WT and Yap-cKO CD4^+^ and CD8^+^ T cells were isolated from mouse spleens and stimulated with anti-CD3 and anti-CD28 coated magnetic beads to test expression of Yap protein and TEAD1–4 mRNA. T-cell activation was tested using increasing concentrations of plate-bound anti-CD3 with soluble anti-CD28 in Yap-cKO and WT T cells. Activation marker expression was also tested in WT CD4^+^ and CD8^+^ T cells treated with increasing concentrations of verteporfin under IL-2, and CD3/CD28 stimulation. Statistical differences were determined by using an F test to identify differences between nonlinear curve fits (C–F), unpaired two-sample *t* test (G–H), or one-way repeated-measures ANOVA with post hoc test for linear trend with increasing verteporfin (I–J). The underlying data for the graphs in this figure can be found in S1 Data and for the immunoblots in S1 Raw Images. (A) Yap protein levels in CD4^+^ T cells isolated from WT mouse spleens at various time points following CD3/CD28 stimulation. (B) Yap protein levels in CD8^+^ T cells isolated from WT mouse spleens at various time points following CD3/CD28 stimulation. (C) CD44 expression by flow cytometry on WT and Yap-cKO CD4^+^ T cells 72 hours post CD3/CD28 stimulation (*n =* 2–3 per dose/group). (D) CD44 expression by flow cytometry on WT and Yap-cKO CD8^+^ T cells 72 hours post CD3/CD28 stimulation (*n =* 2–3 per dose/group). (E) CD25 expression by flow cytometry on WT and Yap-cKO CD4^+^ T cells 72 hours post CD3/CD28 stimulation (*n =* 2–3 per dose/group). (F) CD25 expression by flow cytometry on WT and Yap-cKO CD8^+^ T cells 72 hours post CD3/CD28 stimulation (*n =* 2–3 per dose/group). (G) TEAD1–4 mRNA expression in CD4^+^ T cells 24 hours post CD3/CD28 stimulation (*n =* 3/group). (H) TEAD1–4 mRNA expression in CD8^+^ T cells 24 hours post CD3/CD28 stimulation (*n =* 3/group). (I) CD71 expression on WT CD4^+^ T cells 72 hours post IL-2 and CD3/CD28 stimulation and increasing concentration of verteporfin (*n* = 4/group). (J) CD71 expression on WT CD8^+^ T cells 72 hours post IL-2 and CD3/CD28 stimulation and increasing concentration of verteporfin (*n* = 4/group). CD, cluster of differentiation; cKO, conditional knockout; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; IL-2, interleukin 2; MFI, median fluorescence intensity; No Stim, no stimulation; Stim, stimulation with IL-2 and anti-CD3/CD28; TEAD, TEA domain family member; WT, wild type; Yap, Yes-associated protein.

We next measured the surface levels of activation markers CD44, CD69, and CD25 in Yap-cKO T cells [38–41]. CD4^+^ and CD8^+^ T cells were isolated from wild-type (WT) and Yap-cKO mouse spleens, activated by increasing concentrations of plate-bound anti-CD3, and levels of activation markers were measured 72 hours later. We found that Yap-cKO CD4^+^ and CD8^+^ T cells were more sensitive to anti-CD3 stimulation compared to WT cells, showing increased expression of CD44 (Fig 1C and 1D), CD25 (Fig 1E and 1F), and CD69 (S1E and S1F Fig). CD44 and CD25 in CD4^+^ and CD8^+^ T cells exhibited significantly higher expression under all stimulation conditions tested, with CD69 being significantly up-regulated only after stimulation with intermediate anti-CD3 concentrations (0.25 and 0.5 μg/mL for CD8^+^ T cells, and 0.125 μg/mL for CD4^+^ T cells). CD4^+^ and CD8^+^ T-cell proliferation was also measured, but no significant differences were observed between WT and Yap-cKO cells 72 hours post stimulation (S1G and S1H Fig). These data indicate that Yap plays an inhibitory role in T-cell activation and that loss of Yap enhances the sensitivity of CD4^+^ and CD8^+^ T cells to T cell receptor (TCR) signaling.

Yap functions as a transcriptional regulator, with the best characterized roles being the regulation of the TEA domain family member (TEAD) transcriptional factors. We observed a substantial increase in the expression of TEAD1 and TEAD3 in CD4^+^ T cells (Fig 1G) and TEAD1 in CD8^+^ T cells upon activation (Fig 1H). These increases in TEAD expression prompted us to test the effects of the small-molecule drug verteporfin (also known as Visudyne)—which has been reported to inhibit Yap-mediated activation of TEADs [42]—on T-cell activation and proliferation. Verteporfin treatment of CD4^+^ and CD8^+^ T cells isolated from WT mice increased levels of early activation markers CD71 (Fig 1I and 1J) and CD69 (S1I and S1J Fig) in a concentration-dependent manner. Similar to our observations with Yap-cKO cells, verteporfin treatment did not significantly affect proliferation of T cells isolated from WT mice 3 days post stimulation (S1K Fig). These data suggest that Yap-regulated transcription plays a suppressive function following T-cell activation.

### Yap inhibits CD4^+^ T-cell differentiation

Upon encountering their cognate antigen and receiving appropriate costimulation, naïve CD4^+^ T cells become activated and can differentiate into several functionally diverse subsets, including Th1, Th2, Th17, and Tregs. These subsets contribute to protective immunity or immunopathology depending on microenvironmental signals [3]. Signature transcription factors and effector cytokines define each subset: Th1 is defined by expression of T-box protein expressed in T cells (T-BET) and interferon gamma (IFNγ), Th2 by GATA binding protein 3 (GATA3) and interleukin 4 (IL-4), Th17 by RAR-related orphan receptor γt (RORγt) and IL-17, and Treg by forkhead box protein 3 (Foxp3). Given the wealth of evidence for Yap playing key roles in stem cell regulation, we hypothesized that deletion of Yap alters the differentiation potential of CD4^+^ T cells. To test this hypothesis, we isolated naïve CD4^+^ T cells from WT and Yap-cKO mice and cultured them under Th1-, Th17-, Th2-, and Treg-polarizing conditions [43,44]. We found that Yap-deleted CD4^+^ T cells showed significantly enhanced Th1 (Fig 2A), Th17 (Fig 2B), Th2 (Fig 2C), and Treg (Fig 2D) differentiation compared to WT cells, demonstrated by increased intracellular IFNγ, IL-17, GATA3, and Foxp3 expression, respectively. We observed higher Foxp3 induction at lower concentrations of TGFβ in Yap-cKO cells compared to WT controls, indicating that Yap-deleted cells were more responsive to Treg differentiation conditions. Collectively, these observations are distinct from prior findings that suggested that Yap functions only in Tregs [37] and implicate Yap as an inhibitor of CD4^+^ T-cell activation and differentiation into Th1, Th17, Th2, and Treg fates.

**Fig 2:**
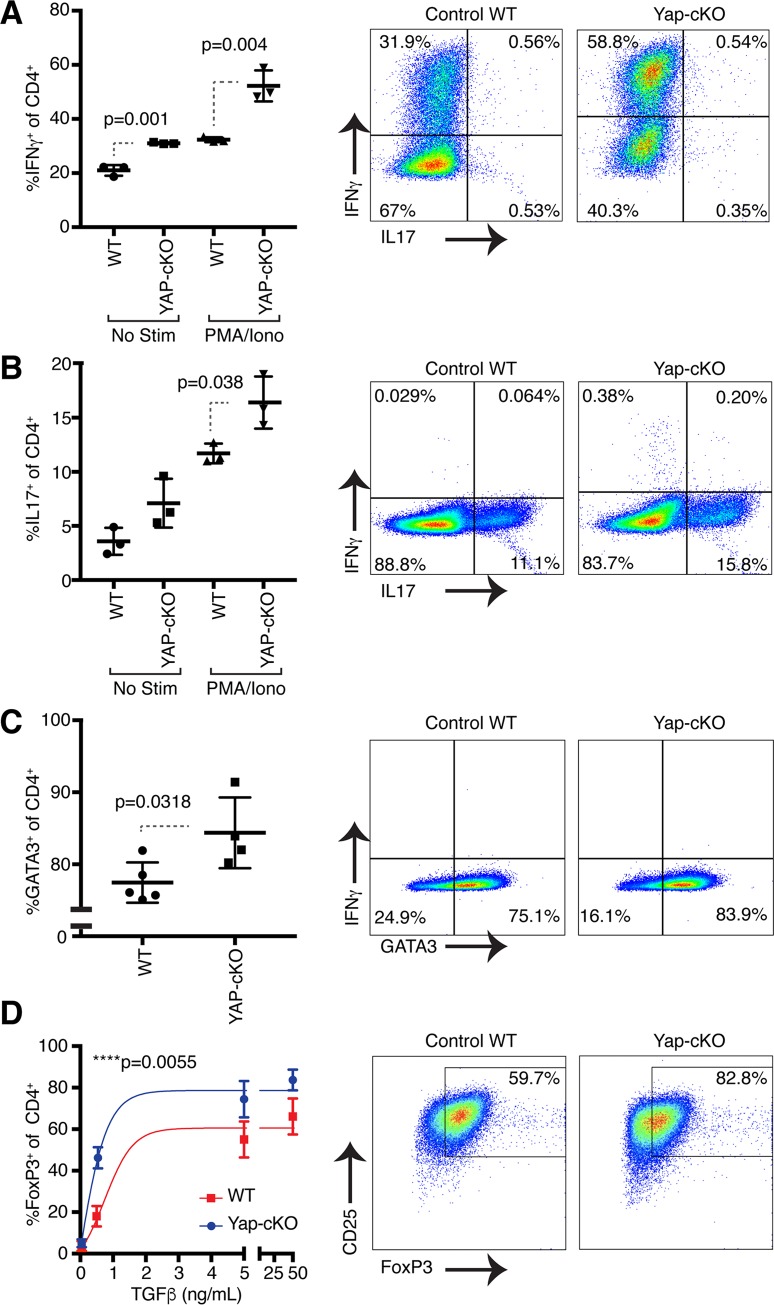
Deletion of Yap in CD4^+^ T cells results in increased IFNγ, IL-17, GATA3, and Foxp3 expression under Th1-, Th17-, Th2-, and Treg-polarizing conditions, respectively. Naïve CD4^+^ T cells from WT and Yap-cKO mice were isolated using magnetic beads. WT and Yap-cKO T cells were cultured under Th1-, Th17-, Th2-, or Treg-polarizing conditions for 5 days in the presence of CD3 and CD28 antibodies. On day 5, IFNγ, IL-17, GATA3, and Foxp3 expression were measured using flow cytometry. Statistical differences were determined by using a Student *t* test (A–C) or an F test to identify differences between nonlinear curve fits (D). The underlying data for the graphs in this figure can be found in S2 Data. (A) IFNγ and IL-17 expression in WT and Yap-cKO CD4^+^ T cells under Th1-polarizing conditions (*n =* 3/group). (B) IFNγ and IL-17 expression in WT and Yap-cKO CD4^+^ T cells under Th17-polarizing conditions (*n =* 3/group). (C) IFNγ and GATA3 expression in WT and Yap-cKO CD4^+^ T cells under Th2-polarizing conditions (*n =* 3/group). (D) CD25 and Foxp3 expression in WT and Yap-cKO CD4^+^ T cells under Treg-polarizing conditions (*n =* 3–6 per dose/group). CD, cluster of differentiation; cKO, conditional knockout; Foxp3, forkhead box protein 3; GATA3, GATA binding protein 3; IFNγ, interferon gamma; Iono, ionomycin; IL-17, interleukin 17; No Stim, no stimulation; PMA, phorbol 12-myristate 13-acetate; TGFβ, transforming growth factor beta; Th, T helper cell type; Treg, regulatory T cell; WT, wild type; Yap, Yes-associated protein.

### Yap deletion does not alter T-cell development or output in the thymus

Next, we compared thymic populations from WT and Yap-cKO mice to determine whether alterations in T-cell development may play a role in the observed functional changes. During maturation in the thymus, precursor CD4^+^CD8^+^ DP thymocytes go through positive selection to identify thymocytes expressing TCRs that can functionally bind peptide–major histocompatibility complex (MHC) complexes in the cortex [45]. Positively selected thymocytes become single positive (SP) and migrate from the cortex to the medulla, where self-reactive T cells die during negative selection, while surviving T cells exit into systemic circulation. Negative selection eliminates T cells with high affinity for self-peptide/self-MHC to reduce the potential for autoimmunity. Total cell counts in WT and Yap-cKO mice were determined across the continuum of thymocyte maturation, including double-negative (DN) (CD4^−^CD8^−^), DP (CD4^+^CD8^+^), and SP (CD4^+^ or CD8^+^) T cells (Fig 3A). No significant changes were observed in total cell count at any stage, suggesting that output from positive and negative selection processes were not broadly changed in Yap-cKO mice compared to WT.

**Fig 3:**
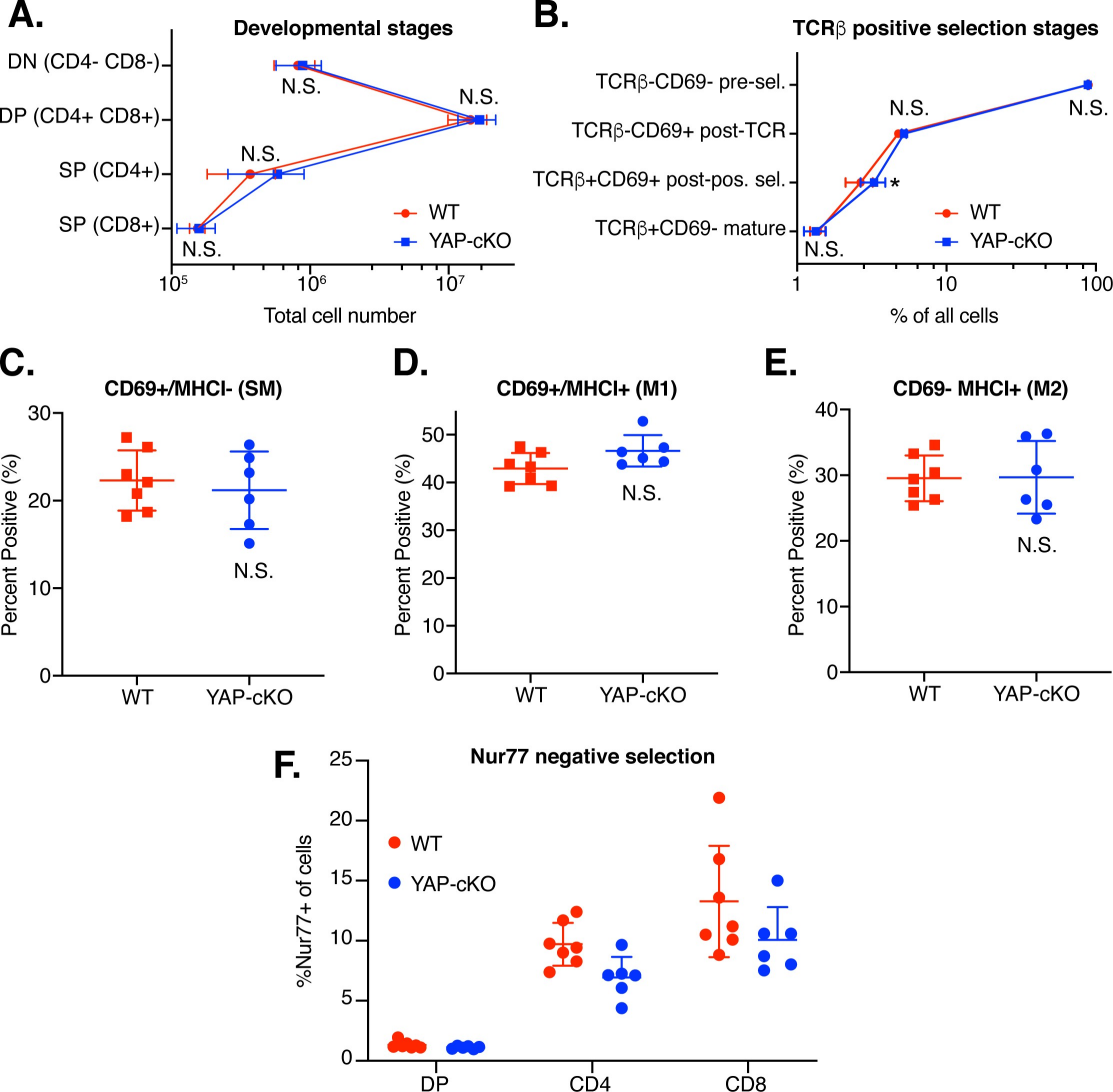
Thymocyte development is similar between WT and Yap-cKO T cells. (A) Total thymocytes were isolated from thymuses of WT and Yap-cKO mice. Cells were stained and analyzed by flow cytometry for coreceptor maturation (A), positive selection (B), medullary maturation (C–E), and negative selection (F). Statistical differences were determined using two-way ANOVA followed by Sidak’s pairwise multiple comparisons tests. The underlying data for the graphs in this figure can be found in S3 Data. (A) Absolute numbers of thymocytes in different maturation stages: DN, DP, and SP for CD4 and CD8 coreceptor expression (*n =* 6–7 mice per group). (B) Frequency of thymocytes progressing through positive selection determined by TCRβ and CD69 expression (*n =* 6–7 mice per group). (C) Frequency of TCRβ^+^CCR7^+^ SP thymocytes in SM stage (CD69^+^MHCI^−^) (*n =* 6–7 mice per group). (D) Frequency of TCRβ^+^CCR7^+^ SP thymocytes in M1 stage (CD69^+^ MHCI^+^) (*n =* 6–7 mice per group). (E) Frequency of TCRβ^+^CCR7^+^ SP thymocytes in M2 stage (CD69^−^MHCI^+^) (*n =* 6–7 mice per group). (F) Frequency of Nur77^+^ cells among DP, CD4SP, or CD8SP thymocytes (*n =* 6–7 mice per group). CCR, chemokine receptor; CD, cluster of differentiation; cKO, conditional knockout; DN, double negative; DP, double positive; MHCI, major histocompatibility complex class I; M1, mature 1; M2, mature 2; N.S., not significant; Nur77, nuclear receptor 77; pos. sel., positive selection; pre-sel., pre-selection; SM, semimature; SP, single positive; TCR, T cell receptor; WT, wild type; Yap, Yes-associated protein.

Next, we analyzed the developmental progression of thymocytes through positive selection in greater detail using TCRβ and CD69 as markers. Yap-cKO mice compared to WT mice had no significant changes in the percentage of preselection (TCRβ^−^CD69^−^), post-TCR engagement (TCRβ^−^CD69^+^), or mature (TCRβ^+^CD69^−^) thymocytes (Fig 3B). There were significantly more Yap-cKO thymocytes in the post–positive-selection stage (TCRβ^+^CD69^+^) compared to WT mice (approximately 1% increase in total cells). However, thymocyte frequency in the next maturation stage (TCRβ^+^CD69^−^) was similar between Yap-cKO and WT mice, indicating no significant change in output of mature TCRβ^+^CD69^−^ cells. Overall, these observations suggest comparable selection output and TCRβ selection between Yap-cKO and WT mice.

Positively selected SP thymocytes (TCRβ^+^CCR7^+^) can be further functionally defined using markers CD69 and MHC class I (MHCI; H-2Kb) [46]. We observed no significant differences between Yap-cKO and WT mouse thymocyte frequency in CD69^+^MHCI^−^ semimature (SM) (Fig 3C), CD69^+^MHCI^+^ mature 1 (M1) (Fig 3D), and CD69^−^MHCI^+^ mature 2 (M2) (Fig 3E) stages. CD69 and nuclear receptor 77 (Nur77) are both markers of recent TCR engagement and rapidly degrade after signal removal [47,48]. However, CD69 also controls thymocyte emigration and exit from the medulla, while Nur77 is more specifically involved in negative selection [49–51]. In this role, Nur77 controls T-cell survival during negative selection to eliminate any T cells with high affinity binding to self-peptide–MHC and can induce apoptosis in immature thymocytes [52,53]. We therefore compared Nur77 levels in Yap-cKO with WT in DP and SP thymocytes to assess negative selection. Our analysis showed no increase in Nur77 expression in Yap-cKO mice compared to WT (Fig 3F), suggesting that Yap-cKO thymocytes do not receive prolonged TCR signaling relative to WT cells. Altogether, our data from thymic populations suggest that Yap deletion does not significantly change the number or percentage of cells during thymocyte development or thymic output.

### Deletion of Yap in T cells promotes T-cell infiltration into solid tumors and blocks tumor growth

Having observed that Yap inhibits T-cell activation and differentiation in vitro, we decided to test the effect of Yap deletion in T cells following an immune challenge in vivo. For this, we decided to test antitumor T-cell responses using the B16F10 tumor model, which was chosen because of the associated poorly immunogenic phenotype and the highly immunosuppressive microenvironment that leads to low T-cell infiltration [54–57]. Yap deletion in T cells resulted in superior antitumor immunity, as evidenced by the significant delay in tumor growth in Yap-cKO compared to WT mice (Fig 4A and 4B), consistent with prior observations [37]. We observed similar reduced growth of subcutaneous LLC tumors in Yap-cKO mice (Fig 4C and 4D), suggesting a general role for Yap in antitumor T-cell responses.

**Fig 4:**
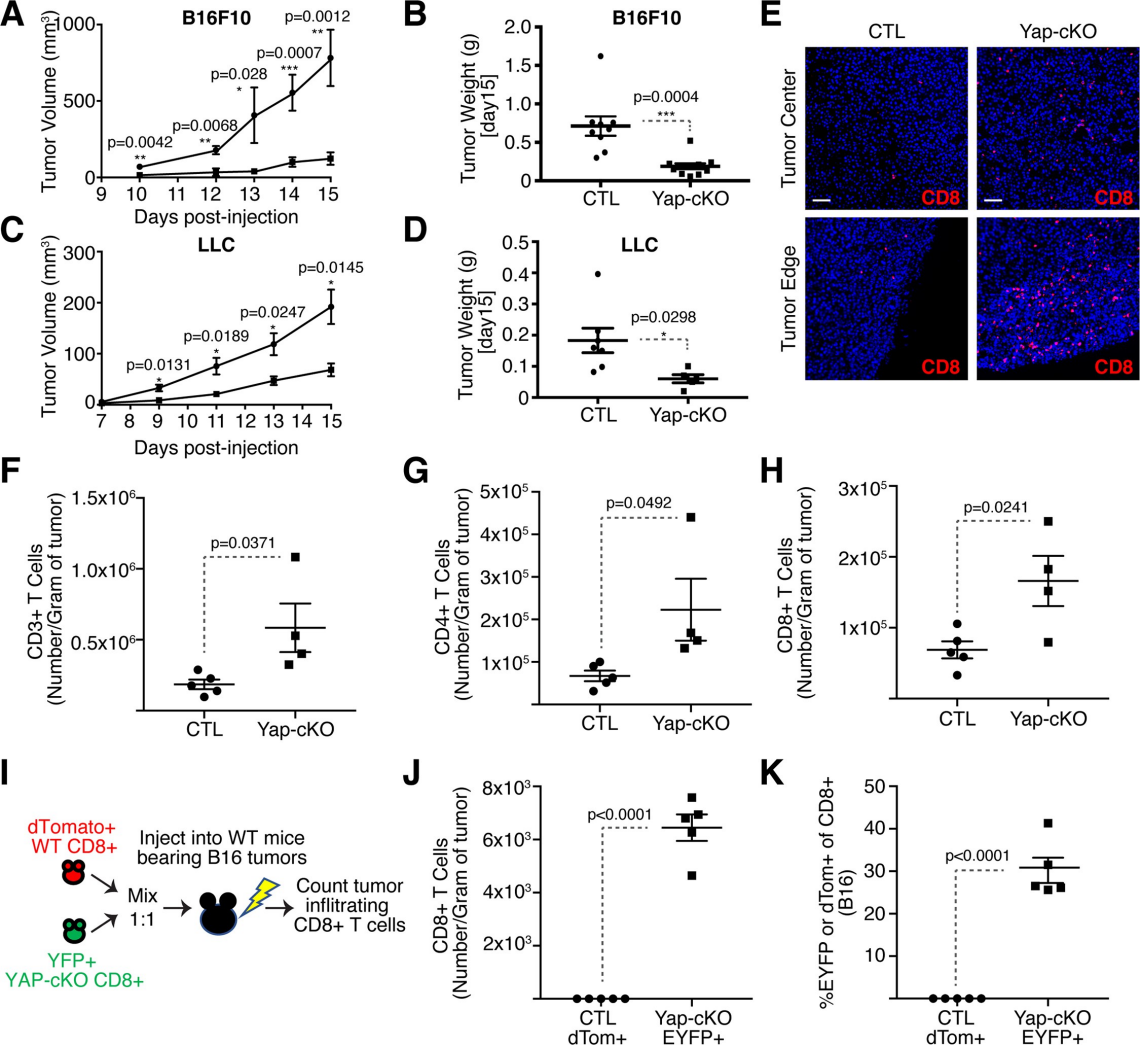
T-cell–specific deletion of Yap results in reduced tumor growth and enhanced T-cell tumor infiltration. Mice were challenged subcutaneously with B16F10 or LLC tumor cells on the right flank. Some mice carrying B16F10 tumors received adoptive cell transfer of WT and Yap-cKO CD8^+^ T cells. Tumor growth was monitored over the course of 15 days, until the maximum size of the tumors reached 500 mm^3^. B16F10 tumors were harvested for immunofluorescence or flow cytometric analysis. Statistical differences were determined by using a Student *t* test. The underlying data for the graphs in this figure can be found in S4 Data. (A) B16 tumor growth curve of WT and Yap-cKO mice (*n =* 9/group). (B) Tumor weight of B16 tumors derived from WT and Yap-cKO mice on day 15 post injection (*n =* 9/group). (C) LLC tumor growth curve of WT and Yap-cKO mice (*n =* 7/WT group, *n =* 5/cKO group). (D) Tumor weight of LLC tumors derived from WT and Yap-cKO mice on day 15 post injection (*n =* 7/WT group, *n =* 5/cKO group). (E) CD8^+^ T-cell immunofluorescence on day 15 of B16 tumor growth. (F) Absolute numbers of CD3^+^ TILs from WT and Yap-cKO B16 tumors. Tumors were harvested on day 15; stained with antibodies against CD45, CD3, CD4, and CD8; and analyzed using flow cytometry (*n =* 5/WT mice, *n =* 4/ Yap-cKO mice). (G) Absolute numbers of CD4^+^ TILs from WT and Yap-cKO B16 tumors, prepared as in Fig 4D (*n =* 5/WT mice, *n =* 4/ Yap-cKO mice). (H) Absolute numbers of CD8+ TILs from WT and Yap-cKO B16 tumors, prepared as in Fig 4D (*n =* 5/WT mice, *n =* 4/ Yap-cKO mice). (I) Experimental plan for adoptive cell transfer of WT and Yap-cKO CD8^+^ T cells in WT B16-bearing mice. (J) Absolute numbers of dTom^+^ and EYFP^+^ Yap-cKO versus WT CD8+ T cells in C57BL/6 B16 tumors. WT dTom^+^ CD8^+^ T cells were mixed 1:1 with Yap-cKO EYFP^+^ CD8^+^ T cells prior to being injected into WT C57BL/6 mice. Subsequently, mice were injected subcutaneously with B16F10 melanoma cells, and absolute number of infiltrating T cells was determined on day 15 by flow cytometry (*n =* 5/group). (K) Percentage of dTom^+^ and EYFP^+^ CD8^+^ T cells out of total B16 tumor-infiltrating CD8^+^ T cells (*n =* 5/group). CD, cluster of differentiation; cKO, conditional knockout; CTL, Control; dTom, dTomato; EYFP, enhanced yellow fluorescent protein; LLC, Lewis lung carcinoma; TIL, tumor-infiltrating lymphocyte; WT, wild type; Yap, Yes-associated protein.

Given the strong correlation between CD8^+^ T-cell tumor infiltration and patient survival, as well as patient responses to immunotherapy [15–19,58–62], we investigated the extent of T-cell infiltration in tumors that developed in Yap-cKO versus WT mice. Immunofluorescence microscopy analysis revealed that tumors that developed in Yap-cKO mice were significantly more infiltrated with CD8^+^ T cells at both the tumor center and tumor edge compared to WT mice (Fig 4E). Flow cytometry analysis revealed more Yap-cKO CD4^+^ and CD8^+^ T cells infiltrating tumors compared to WT counterparts (Fig 4F and 4H).

To directly address whether Yap-deleted T cells have an increased ability to infiltrate tumors, we isolated polyclonal CD8^+^ T cells from Yap-cKO and WT mice and directly compared tumor-infiltrating capacity in adoptive T-cell transfer experiments in WT mice inoculated with B16F10 tumor cells (illustrated in Fig 4I). We isolated tdTomato^+^ CD8^+^ T cells from WT mice and EYFP^+^ CD8^+^ T cells from Yap-cKO mice and mixed them at a 1 to 1 ratio. Cell mixtures were intravenously injected into WT mice the same day as subcutaneous injection of B16F10 cells. Absolute numbers of tdTomato^+^ (WT) and EYFP^+^ (Yap-cKO) CD8^+^ T cells were then measured in tumors after 15 days. Yap-cKO CD8^+^ T cells showed a significantly enhanced capacity to infiltrate tumors (Fig 4J), with nearly 30% of all CD8^+^ tumor-infiltrating T cells being EYFP^+^ Yap-cKO T cells compared to almost undetectable numbers of tdTomato^+^ WT T cells (Fig 4K). These data are the first to conclusively show that Yap-cKO CD8^+^ T cells have intrinsically enhanced tumor infiltration capacity.

### Yap regulates global T-cell responses in the local tumor microenvironment

We next aimed to define Yap-regulated signaling networks in T cells that impacted tumor growth and T-cell infiltration. CD4^+^ and CD8^+^ TILs were isolated from B16 tumors grown in WT or Yap-cKO mice, as well as CD4^+^ and CD8^+^ T cells from corresponding TDLNs and analyzed by RNA-seq (S1–S3 Tables). 

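Total RNA from the sorted cells was converted to libraries with the SMART-Seq version 4 kit, which amplifies full-length cDNA from small amounts of RNA, and sequenced as paired-end reads. The libraries used here number 48, in 12 groups of 4. They come from CD4+ TILs, CD8+ TILs and CD45+ tumor-infiltrating cells sorted as negative for CD4 and CD8, and from the corresponding populations of TDLNs, in WT and Yap-cKO mice. In Yap-cKO mice, Cre expressed from the Cd4 promoter deletes loxP-flanked Yap in T cells. The authors quantified transcripts with Salmon against the GRCm38 transcriptome and deposited the expected counts per transcript of each library, without normalization. Transcripts were assigned to genes with GENCODE mouse release M21, which matched 111787 of 112092 transcripts and gave 34932 genes. Expected counts were then summed per gene and rounded to whole numbers. Between 12656510 and 24213892 counts fell on genes in each library. In CD4+ TILs the totals ranged from 15580299 to 18044602 in WT mice (median 16435538) and from 15604846 to 17724985 in Yap-cKO mice (median 16171236). In CD8+ TILs they ranged from 12656510 to 18471246 in WT mice (median 15199207) and from 14567078 to 17194914 in Yap-cKO mice (median 15637816). In CD4+ TDLN cells the range was 15918247 to 21813630 in WT mice (median 18218828) and 17186676 to 19205993 in Yap-cKO mice (median 18231882). In CD8+ TDLN cells it was 16008272 to 20841847 in WT mice (median 17098002) and 14935349 to 19804200 in Yap-cKO mice (median 17884700). The CD45+ libraries held 18638913 to 23661203 counts in WT tumors (median 19331259), 19421196 to 21916043 in Yap-cKO tumors (median 21129412), 16311658 to 24213892 in WT TDLNs (median 20728088) and 17461801 to 20048061 in Yap-cKO TDLNs (median 18944758). The paper reports an average depth of 22445650 ± 240398 reads per library (SEM), and the expected counts used here averaged 18085020 per library (SEM 351322). Each comparison of Yap-cKO with WT used 4 libraries per genotype. Genes with at least 10 counts in at least 4 of the 8 libraries were normalized by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change above 1 or below −1, the thresholds of the paper. The choices that could change these calls include the count filter, the tool and its normalization, a covariate or a replicate block in the model, and which libraries are included.

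Yap1 (ENSMUSG00000053110.13) lies on chromosome 9 of GRCm38 from 7931999 to 8004596. In CD4+ TILs it was present at 28.7, 23.1, 16.2 and 21.5 normalized CPM, counts scaled to a common library size, in WT replicates 1 to 4 and at 1.85, 3.37, 6.83 and 2.88 CPM in Yap-cKO replicates 1 to 4. The log2 fold change was −2.58 (standard error 0.444, adjusted p = 0.00974, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 4 per genotype), and it stayed between −3.08 and −2.36 with each library left out in turn. In CD8+ TILs the values were 20.2, 30.4, 15.3 and 28.3 CPM in WT and 2.72, 4.84, 7.32 and 5.38 CPM in Yap-cKO mice, a log2 fold change of −2.21 (standard error 0.375, adjusted p = 0.018, edgeR). This fold change stayed between −2.45 and −2.01 with each library left out in turn, but the adjusted p reached 0.0545 (edgeR). With the replicate number as a block the adjusted p was 0.0953 (edgeR). The same 2 adjusted p-values were 0.0418 and 0.0341 in CD4+ TILs, so the call held there but not in every fit of CD8+ TILs. WT and Yap-cKO values did not overlap in either TIL population (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 against 4 libraries allow). In CD45+ tumor-infiltrating cells Yap1 was at 3.44 ± 0.941 CPM in WT and 1.49 ± 0.2 CPM in Yap-cKO mice (SD, n = 4), with a log2 fold change of −1.20 and an adjusted p of 0.0773 from the quasi-likelihood test. The WT and Yap-cKO values did not overlap there either (2.21 to 4.50 and 1.20 to 1.65 CPM, exact permutation test, two-sided, p = 0.0286), so the separation was not confined to T cells. In TDLNs Yap1 was low in both genotypes, above the level that 3 counts give at the depth of the libraries (0.124 to 0.237 CPM). It was at 1.69 ± 0.471 and 1.97 ± 0.536 CPM (SD, n = 4) in WT and Yap-cKO CD4+ cells, with a log2 fold change of 0.23 and an adjusted p of 0.97 from edgeR. It was at 2.22 ± 0.207 and 2.20 ± 1.63 CPM (SD, n = 4) in CD8+ cells, with a log2 fold change of −0.01 and an adjusted p of 0.999 from edgeR. In CD45+ TDLN cells it was at 1.91 ± 0.394 and 1.74 ± 0.45 CPM (SD, n = 4). The library labelled Yap-cKO CD8+ TDLN replicate 3 had the highest Yap1 of its comparison, 4.62 CPM, against 1.68, 1.10 and 1.42 CPM in the other Yap-cKO libraries. Yap1 thus did not separate the genotype labels in TDLN libraries. Rps3a3, chosen for this check after its values were seen, did separate them, with 49.6 to 143 CPM in the 12 WT and 0.534 to 1.74 CPM in the 12 Yap-cKO TDLN libraries, in the same direction as in TILs. Cd4 averaged 366 and 838 CPM in WT and Yap-cKO CD4+ TILs and 0.79 and 4.12 CPM in the CD8+ TILs. Cd8a averaged 475 and 855 CPM in WT and Yap-cKO CD8+ TILs and 0.70 and 0.823 CPM in the CD4+ TILs. In TDLN cells Cd4 was at 805 and 1038 CPM in CD4+ cells, and Cd8a was at 939 and 934 CPM in CD8+ cells. The Y-linked genes Ddx3y and Eif2s3y were both above 5 CPM in the 18 libraries of WT replicates 1 to 3 and in 0 of the other 30, which include every Yap-cKO library. Marker genes of melanoma cells together made up 15070 ± 6730 CPM of WT and 1394 ± 1035 CPM of Yap-cKO CD4+ TIL libraries (SD, n = 4), and 13850 ± 5900 and 1531 ± 1503 CPM of the CD8+ TIL libraries.

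**Figure D1:**
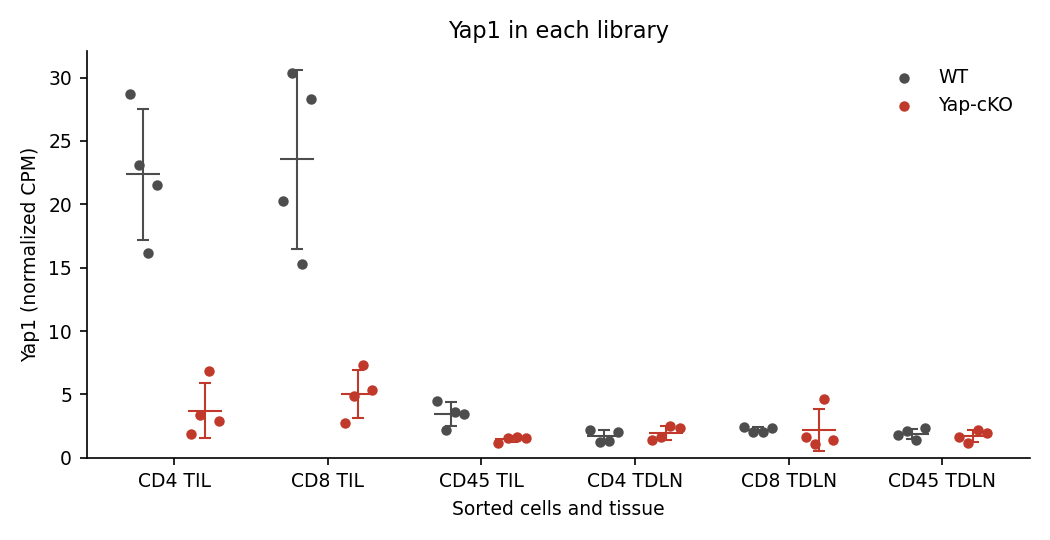
Yap1 in normalized CPM (y axis) in each library of the sorted populations (x axis). Points are libraries, horizontal lines are means and bars are SD (n = 4). In CD4+ TILs the WT libraries lie between 16.2 and 28.7 CPM and the Yap-cKO libraries between 1.85 and 6.83 CPM, and in TDLN cells the genotypes overlap.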

A large number of genes were differentially expressed in CD4^+^ and CD8^+^ TILs isolated from Yap-cKO mice compared to WT mice (Fig 5A and 5B and S2A and S2B Fig). 

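In CD4+ TILs, 193 genes were higher and 946 lower in Yap-cKO than in WT mice among 14205 genes tested (adjusted p under 0.05 and absolute log2 fold change above 1, quasi-likelihood test). In CD8+ TILs, 428 genes were higher and 1291 lower among 14121 tested, and 1877 passed on the adjusted p alone. At an unadjusted p under 0.05, 3482 genes differed in CD4+ and 4792 in CD8+ TILs. For 1095 of the 1139 differentially expressed genes in CD4+ TILs and 1537 of the 1719 in CD8+ TILs, the WT and Yap-cKO values did not overlap. Among all tested genes 16.9% and 21.3% did not overlap, where chance gives 2.9%. The CD4+ and CD8+ TIL comparisons shared 653 genes changed in the same direction and 1 changed in opposite directions. With each library left out in turn, between 332 and 3236 genes passed in CD4+ TILs and between 1 and 2582 in CD8+ TILs. The largest number in CD4+ TILs came without Yap-cKO replicate 3, and the single gene in CD8+ TILs came without Yap-cKO replicate 2. With DESeq2 in place of edgeR, 2142 genes passed in CD4+ TILs (582 higher and 1560 lower) and 2577 in CD8+ TILs. The replicate numbers are shared between genotypes, and same-numbered CD8+ TIL libraries deviated from their group means with an average correlation of −0.237 across genes. With the replicate number as a block, 1 gene passed in CD8+ TILs and 3480 had an unadjusted p under 0.05. The negative correlation gives no sign of pairing, so calls lost with the block do not decide whether effects are weaker. With the mean of 35 marker genes of endothelial, fibroblast, pericyte and melanoma cells as a covariate, 1552 genes passed in CD4+ TILs and 0 in CD8+ TILs, where 131 had an unadjusted p under 0.05. Of the 1552 genes, 954 were higher and 598 lower, and 17 were among the 1139. Genotype explained a share of 0.89 of this covariate in CD4+ and 0.805 in CD8+ TILs, so these numbers do not tell the markers from genotype. Another covariate was chosen after seeing the data. With the mean of 4 Y-linked genes in the model, 2 genes passed in CD4+ and 1 in CD8+ TILs, and genotype explained a share of 0.558 and 0.535 of the variance of that covariate. When each library was scaled on 15 T-lineage genes in place of all genes, 16 genes were higher and 3131 lower in Yap-cKO CD4+ TILs and 7 were higher and 5456 lower in Yap-cKO CD8+ TILs. T-lineage genes made up 5120 ± 2335 CPM of WT and 9018 ± 1336 CPM of Yap-cKO CD4+ TIL libraries (SD, n = 4).

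**Figure D2:**
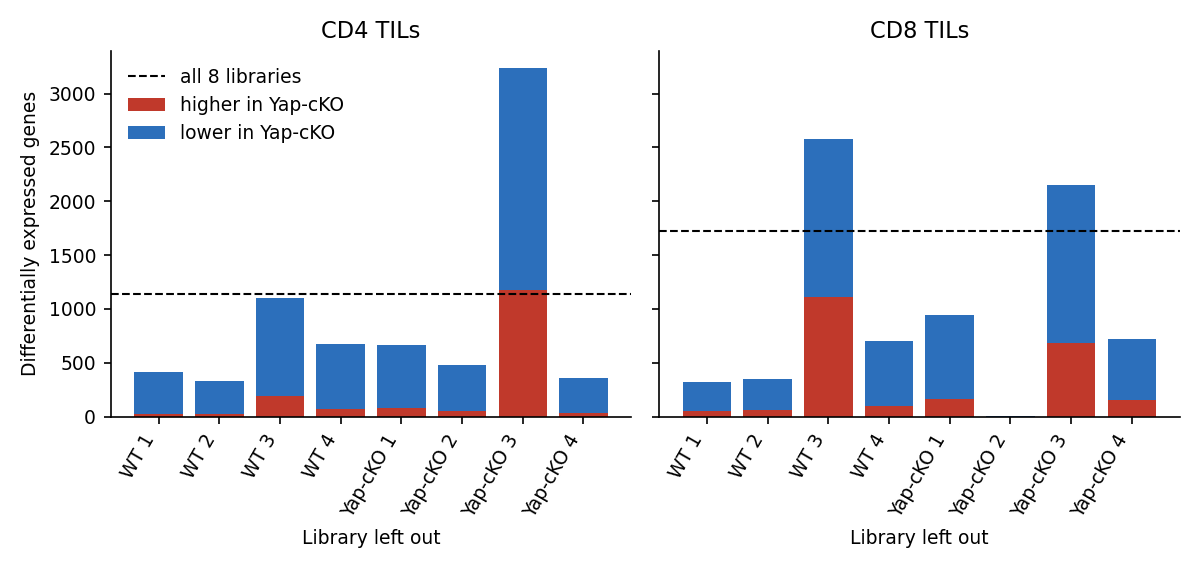
Number of differentially expressed genes (y axis) in CD4+ and CD8+ TILs when the library named on the x axis is left out. Bars stack the genes higher and lower in Yap-cKO, and the dashed line marks the number with all 8 libraries, 1139 and 1719.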

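In CD4+ T cells from TDLNs, 6 genes were differentially expressed between Yap-cKO and WT mice among 12992 tested, 4 higher and 2 lower, and 228 had an unadjusted p under 0.05. In CD8+ T cells from TDLNs, 1 gene was higher and 1 lower among 12651 tested, and 120 had an unadjusted p under 0.05. The share of tested genes whose WT and Yap-cKO values did not overlap was 1.2% in CD4+ and 0.9% in CD8+ TDLN cells, below the 2.9% that chance gives. The gene with the smallest p in both was Rps3a3, a processed pseudogene on chromosome 13 from 108670603 to 108671397. It fell from 93.8 ± 14.9 to 1.33 ± 0.531 CPM (SD, n = 4) in CD4+ cells, a log2 fold change of −6.15 (standard error 0.362, adjusted p = 3.69e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and from 108 ± 25.2 to 1.24 ± 0.424 CPM in CD8+ cells, a log2 fold change of −6.44. Gm7600, a processed pseudogene on chromosome 8 from 11683459 to 11684243, was higher in both, with a log2 fold change of 5.16 in CD4+ cells and at least 26.3-fold higher in CD8+ cells, where the WT libraries were at or under 3 counts. The remaining genes in CD4+ cells were Gm4956 (log2 fold change 5.29), Vmn2r97 (2.66), Tgif1-ps (at least 28.1-fold higher) and Gm46223 (−1.54). Reads of pseudogenes could have been split with their parent genes or other copies in the authors' quantification, so these values are uncertain, as are those of Vmn2r97, a member of a large gene family. Leaving out each library in turn gave 1 to 7 genes in CD4+ and 1 to 3 in CD8+ cells. Same-numbered CD8+ TDLN libraries deviated from their group means with an average correlation of −0.292 across genes, and 1 gene passed there with the replicate number as a block. Without the count filter, 21 genes passed in CD4+ TDLN cells and 8 in CD8+ TDLN cells.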

Notably, T cells from TDLNs showed markedly fewer gene expression changes with Yap deletion compared to TILs (Fig 5C and 5D). These data are consistent with Yap function being coordinated with T-cell activation and suggest that the enhanced antitumor responses observed in Yap-cKO T cells are mediated by changes in cellular responses to local tumor signals, including TCR signaling and the cytokine milieu.

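The difference between tumor and lymph node was tested directly with a tissue by genotype interaction over 16 libraries per cell type. Among 15087 genes tested in CD4+ cells, 205 had an interaction (adjusted p under 0.05 and absolute interaction log2 fold change above 1, quasi-likelihood test), 31 with a more positive and 174 with a more negative response to Yap deletion in TILs, and 2239 had an unadjusted p under 0.05. Among 14937 genes tested in CD8+ cells, 63 had an interaction, all more negative in TILs, and 2333 had an unadjusted p under 0.05. The TIL and TDLN libraries of one genotype and replicate number were also left out together, in 8 fits. These numbers then ranged from 1 to 585 in CD4+ and from 0 to 176 in CD8+ cells. With the replicate block the CD8+ number was 0, with 1860 genes at an unadjusted p under 0.05. These fits take the libraries as independent, although same-numbered TIL and TDLN libraries of one genotype could come from the same mouse. Such pairs deviated from their group means with average correlations of 0.303 in WT and −0.018 in Yap-cKO CD4+ cells and of −0.096 and −0.163 in CD8+ cells. With a term for each mouse, taken as genotype and number and chosen after seeing the data, 132 genes had an interaction in CD4+ cells, 93 of them among the 205, and 0 in CD8+ cells, where 1930 had an unadjusted p under 0.05. From the larger number of changed genes in TILs than in TDLNs, the paper proposes that Yap acts in step with T-cell activation and that the stronger antitumor responses of Yap-cKO T cells arise from altered responses to signals in the tumor, including TCR signaling and cytokines.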

**Fig 5:**
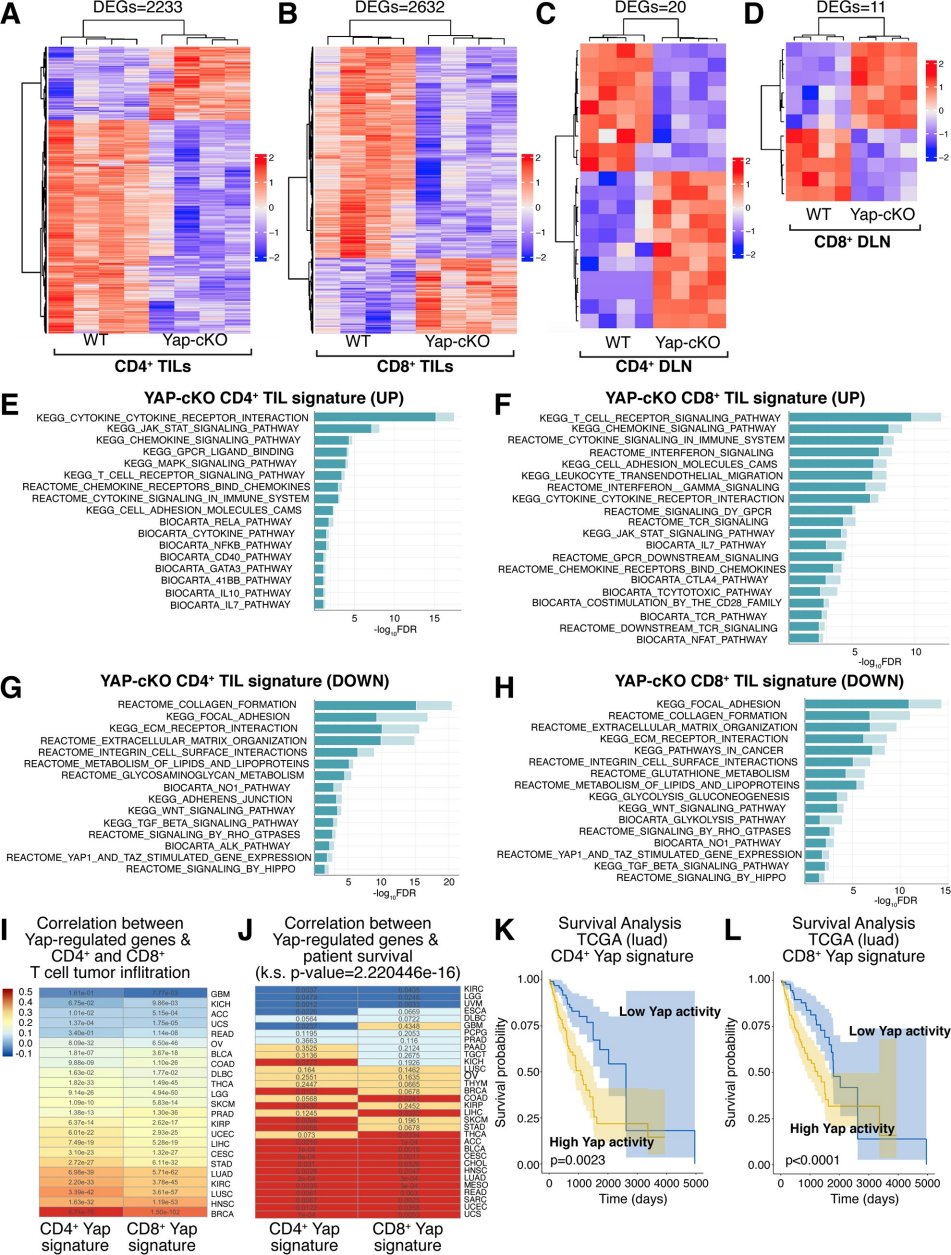
RNA-seq analysis of Yap-cKO CD4^+^ and CD8^+^ B16 TILs uncovers distinct gene expression changes that correlate with T-cell tumor infiltration. CD4^+^ and CD8^+^ TILs and TDLNs were isolated from WT and Yap-cKO mice challenged with B16F10 tumors, and gene expression was analyzed by RNA-seq in the respective cells. RNA-seq data can be found at the NCBI GEO (Series Accession Number GSE139883) and in S1 and S2 Tables. The hyper-enrichment results are outlined in S3 Table. (A) Heatmap showing DEGs identified from Yap-cKO versus WT CD4^+^ TILs. (B) Yap-cKO versus WT CD8^+^ TIL DEG heatmap. (C) Yap-cKO versus WT CD4^+^ TDLN DEG heatmap. (D) Yap-cKO versus WT CD8^+^ TDLN DEG heatmap. (E) Hyper-enrichment analysis shows enrichment of induced gene sets observed in CD4^+^ Yap-cKO TILs. (F) Hyper-enrichment analysis shows enrichment of induced gene sets observed in CD8^+^ Yap-cKO TILs. (G) Hyper-enrichment analysis shows enrichment of repressed gene sets observed in CD4^+^ Yap-cKO TILs. (H) Hyper-enrichment analysis shows enrichment of repressed gene sets observed in CD8^+^ Yap-cKO TILs. (I) Gene expression changes identified in Yap-cKO CD4^+^ and CD8^+^ TILs correlate with genes reflecting tumor infiltration across many cancers in TCGA data. The heatmap is colored by the coefficient, and the text of each cell represents the adjusted *p*-value of the correlation. (J) Gene expression changes identified in Yap-cKO CD4^+^ and CD8^+^ T cells correlate with patient survival data available in TCGA across several cancers. Red: the average survival probability is higher for patients with high activity of the signature. Blue: the average survival probability is higher for patients with low activity of the signature. Each cell includes the *p*-value for the survival estimation. The distribution of *p*-values arising from the multiple survival analyses for each signature across TCGA datasets was compared to a uniform distribution using a Kolmogorov-Smirnov test. (K) Kaplan-Meier survival analysis showing the average survival probability of patients with LUAD that show low versus high Yap activity derived from the Yap-cKO CD4^+^ gene expression signature. (L) Kaplan-Meier survival analysis showing the average survival probability of patients with LUAD that show low versus high Yap activity derived from the Yap-cKO CD8^+^ gene expression signature. ACC, adrenocortical carcinoma; BLCA, bladder urothelial carcinoma; BRCA, breast invasive carcinoma; CD, cluster of differentiation; CESC, cervical squamous cell carcinoma and endocervical adenocarcinoma; CHOL, cholangiocarcinoma; cKO, conditional knockout; COAD, colon adenocarcinoma; DEG, differentially expressed gene; DLBC, lymphoid neoplasm diffuse large B-cell lymphoma; DLN, draining lymph node; ESCA, esophageal carcinoma; GBM, glioblastoma multiforme; GEO, Gene Expression Omnibus; HNSC, head and neck squamous cell carcinoma; KICH, kidney chromophobe; KIRC, kidney renal clear cell carcinoma; KIRP, kidney renal papillary cell carcinoma; k.s., Kolmogorov-Smirnov; LGG, brain lower grade glioma; LIHC, liver hepatocellular carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; MESO, mesothelioma; NCBI, National Center for Biotechnology Information; OV, ovarian serous cystadenocarcinoma; PAAD, pancreatic adenocarcinoma; PCPG, pheochromocytoma and paraganglioma; PRAD, prostate adenocarcinoma; READ, rectum adenocarcinoma; RNA-seq, RNA sequencing; SARC, sarcoma; SKCM, skin cutaneous melanoma; STAD, stomach adenocarcinoma; TCGA, The Cancer Genome Atlas; TDLN, tumor-draining lymph node; TGCT, testicular germ cell tumors; THCA, thyroid carcinoma; THYM, thymoma; TIL, tumor-infiltrating lymphocyte; UCEC, uterine corpus endometrial carcinoma; UCS, uterine carcinosarcoma; UVM, uveal melanoma; WT, wild type; Yap, Yes-associated protein.

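S3 Table lists the members of the enriched gene sets that the paper found up- or down-regulated in Yap-cKO TILs. Over the sets named in the text, the CD4+ list of up-regulated genes holds 71 genes, of which 68 were tested here. All 68 had a positive log2 fold change, with a median of 1.61, and 25 were differentially expressed. The CD8+ list holds 84 genes, of which 82 were tested, 82 had a positive log2 fold change (median 1.47) and 50 were differentially expressed. These lists are the paper's own calls on the same libraries, so their direction is not independent of the data. With each library left out in turn, 1 to 50 of the CD4+ genes and 0 to 70 of the CD8+ genes were differentially expressed in the listed direction. With the replicate number as a block, 0 of the 82 CD8+ genes passed and 74 were positive at an unadjusted p under 0.05, with a median log2 fold change of 1.46. When libraries were scaled on T-lineage genes, 2 of the CD4+ and 0 of the CD8+ genes passed, 6 and 8 were positive at an unadjusted p under 0.05, and the median log2 fold changes were 0.70 and 0.46.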

Hyper-enrichment analyses [63] of gene expression changes identified in TILs from Yap-cKO mice showed induction of genes related to T-cell activation, differentiation, survival, and migration (Fig 5E and 5F) (S3 Table), implicating Yap in fundamental T-cell processes beyond those previously reported. 

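S3A and S3B Figs show genes of T-cell activation and costimulation. The legend of S3 Fig presents its genes as differentially expressed in these TILs, so the lists were chosen from the same libraries. Their direction, and the numbers that passed over a list alone, are thus not independent of the data. In CD8+ TILs, 14 of the 14 genes of S3A Fig had a positive log2 fold change in Yap-cKO mice, from 1.04 for Il2rg to 2.11 for Cd40lg. After adjustment over all genes, 8 passed an adjusted p under 0.05, which were Cd28, Cd86, Cd40lg, Cd226, Il7r, Malt1, Vav3 and Eomes, and adjusted over the list alone 14 passed. Vav3 had a log2 fold change of 1.70 (standard error 0.29, adjusted p = 0.018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Malt1, at 109 ± 44.1 CPM in Yap-cKO mice (SD, n = 4), rose by a log2 fold change of 1.45 (standard error 0.352, adjusted p = 0.0286, edgeR). With the replicate number as a block, 0 of these genes passed after adjustment over all genes, 14 after adjustment over the list and 14 at an unadjusted p under 0.05. In CD4+ TILs, 15 of the 15 genes of S3B Fig had a positive log2 fold change, the highest being 1.80 for Il7r. After adjustment over all genes Cd80, Tnfrsf9 and Tnfrsf4 passed, and 8 passed after adjustment over the list. Tnfrsf9 rose from 390 ± 150 to 1357 ± 204 CPM (log2 fold change 1.80, standard error 0.342) and Tnfrsf4 from 395 ± 156 to 1217 ± 440 CPM (log2 fold change 1.62, standard error 0.386). For Il7r the spread between Yap-cKO libraries was wide, 350 ± 212 CPM against 100 ± 50.3 CPM in WT, and its adjusted p was 0.102 with edgeR. Scaling on T-lineage genes left every gene of both panels positive, with medians of 0.41 in CD8+ and 0.43 in CD4+ TILs, and 0 passed, at an unadjusted p under 0.05 too.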

Yap-cKO TILs showed enrichment of genes associated with TCR signaling, genes that encode major costimulatory molecules, and genes downstream of TCR signaling (S3A and S3B Fig), suggesting enhanced responsiveness to TCR signals in line with our in vitro observations. 

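Of the genes that S3 Table lists as up-regulated for cytokine and cytokine receptor interaction, 32 were tested in CD4+ TILs and 23 in CD8+ TILs, and 15 were differentially expressed in each, with median log2 fold changes of 1.75 and 1.55. Of the genes listed for cytokine signaling in the immune system, 3 of the 15 tested passed in CD4+ TILs (median 1.80) and 15 of the 26 tested passed in CD8+ TILs (median 1.46). The log2 fold changes of the tested genes of both sets were above 0 in both cell types. With the replicate block, 0 genes of either set passed in CD8+ TILs and 22 of each were positive at an unadjusted p under 0.05, with medians of 1.55 and 1.43.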

Cytokine and cytokine receptor signaling gene sets were also enriched in Yap-cKO TILs, suggesting that cytokine production and responsiveness to cytokine receptor engagement were enhanced. Furthermore, chemokine and chemokine receptor signaling gene sets were enriched in Yap-cKO TILs (S3C–S3F Fig), which likely contributes to their improved tumor-infiltrating capacities. 

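In CD8+ TILs, 10 of the 10 chemokine genes of S3C Fig had a positive log2 fold change in Yap-cKO mice, from 0.50 for Cxcl2 to 3.06 for Ccl8, and Ccl2, Ccl6, Ccl7, Ccl8, Ccl9 and Ccl12 passed an adjusted p under 0.05. Ccl7 rose from 26.0 ± 5.63 to 97.7 ± 49.5 CPM (SD, n = 4), a log2 fold change of 1.91 (standard error 0.368, adjusted p = 0.0185, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl12 rose from 4.49 ± 1.52 to 22.9 ± 12.4 CPM, a log2 fold change of 2.35 (standard error 0.454). Adjusted over the list alone, 8 genes passed. Of the 12 chemokine receptor genes of S3D Fig, 12 were positive, and 3 passed over all genes, among them Ccr2 and Ccr4, and 7 over the list. Ccr2 rose from 30.9 ± 13.1 to 132 ± 55.2 CPM, with a log2 fold change of 2.10 (standard error 0.373). Ccr4 rested on low values, 0.921 ± 0.339 CPM in WT and 6.46 ± 6.36 CPM in Yap-cKO mice. With the replicate number as a block, 0 genes of S3C and S3D Figs passed over all genes, 8 and 4 passed over their lists, and 8 and 7 were positive at an unadjusted p under 0.05. Scaled on T-lineage genes, 9 of the 10 chemokine and 8 of the 12 receptor genes remained positive. Myeloid markers summed to 639 ± 275 CPM in WT and 1696 ± 815 CPM in Yap-cKO CD8+ TILs (exact permutation test, two-sided, p = 0.0571). In CD4+ TILs they summed to 615 ± 289 and 289 ± 220 CPM. More RNA of myeloid cells in the Yap-cKO CD8+ TIL libraries thus remains a candidate source of these chemokines. In CD4+ TILs, 4 of the 10 chemokine genes of S3E Fig were positive, from −1.79 for Ccl12 to 0.97 for Ccl5, and 0 were higher at an adjusted or an unadjusted p under 0.05. Of the 11 chemokine receptor genes of S3F Fig, 11 were positive, from 1.06 for Cxcr6 to 2.07 for Ccr3. Ccr8 passed over all genes, rising from 111 ± 60 to 368 ± 92.7 CPM (log2 fold change 1.73, standard error 0.394, adjusted p = 0.0238, edgeR), and 8 passed over the list. Ccr3 had a larger log2 fold change but a wider spread, 19.1 ± 9.11 CPM in Yap-cKO against 4.52 ± 2.36 CPM in WT mice.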

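In CD4+ TILs, subset-defining transcription factor genes of S3H Fig had log2 fold changes of 1.88 for Gata3, 1.57 for Foxp3, 1.18 for Tbx21 and 0.89 for Runx1 in Yap-cKO relative to WT mice. Gata3 rose from 76.0 ± 36.9 to 280 ± 112 CPM (SD, n = 4; standard error 0.449, adjusted p = 0.0288, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Foxp3 from 192 ± 80 to 571 ± 72.8 CPM (standard error 0.364, adjusted p = 0.0256, edgeR). The adjusted p-values of Tbx21 and Runx1 were 0.205 and 0.159 with edgeR. Of the cytokine genes of S3G Fig, Il5 and Il10 passed. Il10 rose from 11.1 ± 6.84 to 42.4 ± 17.2 CPM (log2 fold change 1.93, standard error 0.49). Il5 was at 1.11 ± 0.674 CPM in WT and 112 ± 174 CPM in Yap-cKO mice, with a log2 fold change of 6.65 that became 4.57 without Yap-cKO replicate 1. The log2 fold changes of Ifng, Il4, Il17a, Il17f and Tgfb1 were 0.50, 1.04, 1.31, 1.29 and 1.27, with adjusted p-values of 0.651, 0.239, 0.31, 0.268 and 0.207 from edgeR. Adjusted over each list alone, 2 of the 7 cytokine genes and 2 of the 5 transcription factor genes passed. Scaled on T-lineage genes, Ifng became negative, at −0.11.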

Subset-defining transcription factors and cytokines associated with each of the major CD4^+^ T-cell phenotypes were all up-regulated in Yap KO CD4^+^ TILs (S3G and S3H Fig), suggesting that Yap deletion leads to enhanced naïve CD4^+^ T-cell differentiation, consistent with our in vitro observations. Using unique up-regulated genes after differentiation to each of the major T helper subsets [64], our data showed that Yap-cKO CD4^+^ TILs are more skewed towards a Th2 and Treg phenotype compared to WT CD4^+^ TILs (S4A–S4D Fig), consistent with prior studies showing that the B16F10 tumor microenvironment enhances these fates [65–67]. 

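Among the T helper genes of S3G and S3H Figs, the 4 that passed an adjusted p under 0.05 in CD4+ TILs were the Th2 genes Gata3 and Il5, and Foxp3 and Il10, which are expressed by Tregs. With each library left out in turn, the log2 fold change stayed between 1.59 and 2.09 for Gata3, 1.27 and 1.73 for Foxp3, and 1.61 and 2.23 for Il10, and it ranged from 4.57 to 7.03 for Il5. The WT and Yap-cKO values of Gata3, Foxp3, Il5 and Il10 did not overlap (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 against 4 libraries allow). The Th2 gene Il4 was at 3.03 ± 1.27 and 6.24 ± 2.95 CPM (SD, n = 4). When libraries were scaled on T-lineage genes, the log2 fold changes of Gata3, Foxp3 and Il10 were 1.10, 0.70 and 1.09. Under that scaling 0 genes of S3H Fig were higher even at an unadjusted p under 0.05, and Il5 was the gene of S3G Fig that passed. The number of genes past the adjusted p fell to 0 in each of the 2 panels in some of the fits that left out a library, with a range of 0 to 2. The lists of genes unique to each T helper subset behind S4 Fig were not used here.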

As expected, gene set enrichment profiles identified in Yap-cKO TILs also included “Yap1 and TAZ stimulated gene expression” and “signaling by Hippo,” which were repressed in both CD4^+^ and CD8^+^ TILs (Fig 5G and 5H). 

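Of the 7 genes that S3 Table lists for YAP1 and TAZ stimulated gene expression, 6 were tested in each TIL population. In CD4+ TILs their log2 fold changes in Yap-cKO mice lay between −3.38 and −2.24, and 4 passed both thresholds. Tead1 fell from 5.32 ± 2.39 to 1.12 ± 0.643 CPM (SD, n = 4; log2 fold change −2.24, standard error 0.53, adjusted p = 0.0277, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wwtr1, which encodes TAZ, fell from 55.5 ± 19.1 to 6.89 ± 6.91 CPM (log2 fold change −3.01, standard error 0.656, adjusted p = 0.02, edgeR). Ccn2, also known as Ctgf, fell from 66.3 ± 14.1 to 8.19 ± 13.1 CPM and had an adjusted p of 0.0722 with edgeR, and Tead2 had one of 0.0646. In CD8+ TILs the 6 genes had log2 fold changes between −7.66 and −2.21 and all passed. Ccn2 fell from 117 ± 135 to 0.567 ± 0.395 CPM there, and Tead4 was at least 19.1-fold lower, with Yap-cKO libraries at or under 3 counts. Of the 6 genes listed for signaling by Hippo, 6 passed in CD4+ TILs, from −3.06 for Amotl1 to −2.22 for Wwc1, and 5 in CD8+ TILs, where Wwc1 had a log2 fold change of −1.42 and an adjusted p of 0.0603 with edgeR. With the replicate number as a block, 0 genes of either set passed in CD8+ TILs and 6 of each were negative at an unadjusted p under 0.05, with median log2 fold changes of −3.83 and −3.04. Genes of melanoma, endothelial and fibroblast cells were also more abundant in the WT TIL libraries. Fibroblast and pericyte markers made up 627 ± 300 CPM of WT and 38.1 ± 31.7 CPM of Yap-cKO CD4+ TIL libraries. With the mean of 35 such marker genes as a covariate, Wwtr1, Tead1, Tead2, Tead4, Ccn2 and Wwc1 had positive log2 fold changes in CD4+ TILs, and genotype alone explained a share of 0.89 of the variance of that covariate.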

An unbiased analysis of transcription factor binding motifs in upstream regulatory regions of the genes altered in Yap-cKO CD4^+^ and CD8^+^ TILs revealed the TEAD transcription factor motif as the most significantly enriched in both cell populations (S5A and S5B Fig), suggesting that Yap-regulated TEAD activity contributes to transcriptional regulation of these genes.

Comparison of gene expression changes identified in CD4^+^ and CD8^+^ Yap-cKO TILs with clinical data from TCGA [68] showed significant correlation of gene signatures with T-cell infiltration across a variety of human cancers (Fig 5I). Consistent with our preclinical results in melanoma (B16F10) and lung cancer (LLC), we observed significant correlation with T-cell infiltration in skin cutaneous melanoma (SKCM), lung squamous cell carcinoma (LUSC), and lung adenocarcinoma (LUAD). Genes altered in Yap-cKO TILs were also significantly associated with patient survival across several cancers (Fig 4J), as seen most significantly in LUAD for both CD4^+^ and CD8^+^ Yap-cKO gene signatures (Fig 4K and 4L). These analyses showed that increased Yap activity in TILs correlated with poorer prognosis and lower T-cell infiltration, suggesting that Yap function in T cells contributes to aggressive human cancer development and cancer immunosuppression.

## Discussion

We present evidence for an inhibitory role for Yap in both CD4^+^ and CD8^+^ T cells and offer the first data showing that Yap is a negative regulator of T-cell tumor infiltration. We found that disrupting Yap activity leads to enhanced T-cell activation, augmented differentiation, and increased tumor infiltration. Two major signals are necessary for T-cell activation: signaling from engagement of the TCR with its cognate antigen:MHC complex and a second signal from the costimulatory receptor CD28 binding to ligands CD80 and CD86 [69,70]. Experimental data indicated that CD4^+^ and CD8^+^ T cells from Yap-cKO mice were more sensitive to TCR signaling compared to WT cells. We demonstrated significant up-regulation in sensitivity of activation markers CD44, CD25, and CD69 to TCR signal strength. Through recruitment of key effector kinases, phosphatases, and scaffold proteins, transcriptional programs are induced by TCR signaling that leads to production of cytokines and cytokine receptors, which include IL-2 and CD25, the α chain of the heterotrimeric high-affinity IL-2 receptor. IL-2 binding to the IL-2 receptor, together with TCR signaling and costimulation, elicit transcriptional changes resulting in proliferation and differentiation [71]. 

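The genes of the CD3 chains were higher in Yap-cKO than in WT TILs by log2 fold changes of 0.93 for Cd3d, 1.02 for Cd3e, 0.97 for Cd3g and 0.95 for Cd247 in CD4+ TILs, and by 0.72, 0.92, 0.86 and 0.86 in CD8+ TILs. Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.189, 0.244, 0.138 and 0.185 in CD4+ TILs and 0.162, 0.173, 0.114 and 0.0748 in CD8+ TILs. Cd3e was at 537 ± 294 CPM in WT and 1087 ± 521 CPM in Yap-cKO CD4+ TILs (SD, n = 4). Cd28 rose from 113 ± 50.1 to 288 ± 107 CPM in CD8+ TILs (log2 fold change 1.35, standard error 0.345, adjusted p = 0.0333, edgeR). In CD4+ TILs it was at 167 ± 64 and 371 ± 185 CPM (log2 fold change 1.16, standard error 0.479, adjusted p = 0.167, edgeR). Cd80 rose from 4.37 ± 1.48 to 14.3 ± 5.83 CPM in CD4+ TILs (log2 fold change 1.71, standard error 0.437, adjusted p = 0.0373, edgeR), and its log2 fold change in CD8+ TILs was 0.67 (adjusted p = 0.38, edgeR). Cd86 rose from 13.8 ± 4.68 to 47.2 ± 14.5 CPM in CD8+ TILs (log2 fold change 1.78, standard error 0.32, adjusted p = 0.018, edgeR), and its log2 fold change in CD4+ TILs was 1.09 (adjusted p = 0.235, edgeR). With the replicate block, the adjusted p-values of Cd28 and Cd86 in CD8+ TILs were 0.117 and 0.0976 with edgeR. Myeloid markers were at 639 ± 275 CPM in WT and 1696 ± 815 CPM in Yap-cKO CD8+ TILs. RNA of myeloid cells thus remains a candidate source of Cd86 there. Scaled on T-lineage genes, which include the CD3 genes, Cd3d and Cd247 in both populations and Cd3g and Cd80 in CD8+ TILs had negative log2 fold changes.

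**Figure D3:**
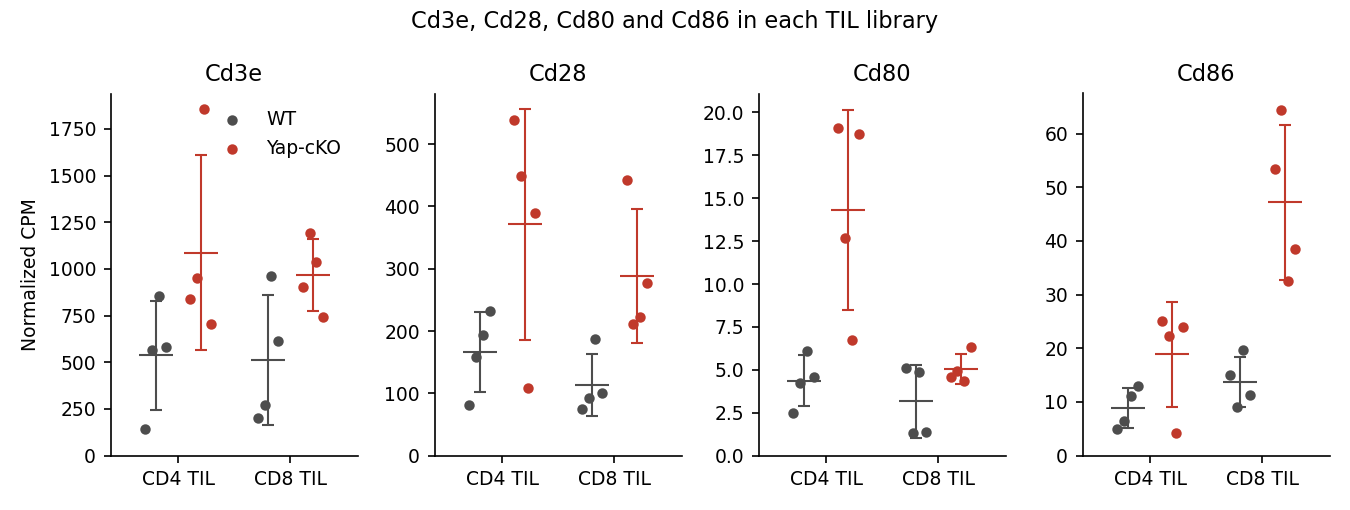
Cd3e, Cd28, Cd80 and Cd86 in normalized CPM (y axes) in each CD4+ and CD8+ TIL library (x axes). Points are libraries, horizontal lines are means and bars are SD (n = 4). WT and Yap-cKO libraries do not overlap for Cd80 in CD4+ TILs and for Cd28 and Cd86 in CD8+ TILs.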

RNA-seq analysis of Yap-cKO versus WT TILs revealed that CD3, CD28, CD80, and CD86 receptor molecules, kinases, phosphatases, and scaffold proteins are all up-regulated with Yap deletion, offering a mechanism for enhanced activation of CD4^+^ and CD8^+^ T cells. These mechanisms are significantly broader in scope than the TGFβ-specific mechanisms previously reported for Yap in Tregs [37], implicating Yap as a regulator of all activated T-cell responses.

Our analysis of thymic populations provides the first evidence that Yap deletion does not cause significant changes in thymocyte maturation. These data suggest that Yap functions primarily in mature T cells, and loss of Yap is not deleterious to thymocytes. While the precise reason for differential action of Yap in thymocytes versus mature T cells remains undefined, other proteins have distinct TCR-induced mechanisms in immature thymocytes compared to mature T cells. For example, Nur77 is less pro-apoptotic in mature T cells compared to thymocytes due to differences in TCR-induced phosphorylation and kinase activity [72]. We observed a slight increase in total number of TCRβ^+^CD69^+^ thymocytes in Yap-cKO mice compared to WT mice. This increase in TCR signaling post positive selection is consistent with our observations that Yap enhances T-cell sensitivity to TCR signaling. Interestingly, we did not see a corresponding increase in numbers of Yap-cKO T cells at later maturation stages, suggesting that the increased numbers of positively selected thymocytes may not survive negative selection. Overall, these data suggest that Yap-cKO mice are developmentally similar to WT mice. However, our studies do not rule out the potential that Yap may act by subtly shifting the specificity of the T-cell repertoire during development, which may contribute to some of the effects observed in our work. This remains an important area for future studies.

We demonstrated that Yap-cKO enhanced CD4^+^ and CD8^+^ T-cell activation in vitro. Observed increases in TEAD1 and TEAD3 expression in activated T cells suggest that Yap may exert immunosuppressive effects through TEAD-regulated transcription. Consistent with this idea, TEAD-binding motifs were the most enriched motif in the Yap-regulated gene expression signature identified in Yap-cKO TILs. Furthermore, treatment with verteporfin, a reported inhibitor of Yap-TEAD activity [73], increased T-cell activation similar to Yap deletion. Interestingly, neither Yap deletion nor verteporfin treatment significantly impacted T-cell proliferation. Previous studies have demonstrated that proliferation has a sharp, switch-like threshold for TCR signal to elicit proliferation [74], and thus it is likely that our experimental conditions provided optimal signaling above this threshold. Expression levels of activation markers have been directly linked to TCR signal strength, such as CD69 levels being directly regulated by affinity and dose of TCR ligand [75] and CD71 levels being directly linked to mammalian target of rapamycin (mTOR) activation level [76]. Our observations therefore support a novel conceptual advance, which is that Yap may link TCR signal strength to negative feedback.

The rapid induction of Yap post T-cell activation implicates shared canonical signals of T-cell activation in the regulation of Yap. These observations are consistent with those made previously in naïve CD8^+^ T cells [27] but contrast those arguing Treg-specific roles for Yap [37]. Our data suggest that Yap promotes a normal negative feedback mechanism during T-cell activation similar to inhibitory checkpoint molecules, and inhibition of Yap must be timed before or during T-cell activation. Our observations interestingly also indicate that Yap plays a prominent role only following activating signals from the microenvironment. This is highlighted by the large number of genes impacted in Yap-deleted CD4^+^ and CD8^+^ T cells isolated from TILs compared to few genes differentially expressed in TDLNs, and it is consistent with our data showing that Yap levels increase after T-cell activation. These data suggest that therapeutic inhibition of Yap in T cells may have fewer side effects compared to strategies such as checkpoint blockade, since the regulatory activity of Yap is synchronized with T-cell activation and appears specific to sites of active T-cell priming. 

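Most genes lower in Yap-cKO TILs were little expressed in the corresponding TDLN cells. Of the 946 genes lower in CD4+ TILs, 67.9% lay under 1 CPM in the median CD4+ TDLN library, against 26.9% of the genes higher and 15.3% of the unchanged genes. In CD8+ cells these shares were 60.7%, 12.9% and 16.1%. Of the 433 lower genes that could be tested in CD4+ TDLN cells, 47.1% had a negative log2 fold change there, against 50.4% of the other genes, and 49 of the 158 higher genes had a positive one, against 49.9% of the other genes. In CD8+ cells 53.1% of 663 lower genes were negative in TDLN cells (other genes 48.6%), and 83.0% of 388 higher genes were positive (other genes 50.1%).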

Yap connects a variety of extracellular stimuli into intracellular cues that inform the cell of its own structural features (actin cytoskeleton, polarity, cell shape) as well as its location and surroundings (mechanical, adhesion, extracellular matrix), instructing cellular survival, proliferation, differentiation, and fate. Therefore, a better understanding of how Yap is regulated by these signals in T cells may reveal new insights into immunoregulatory mechanisms.

Regulation of T-cell activation by the microenvironment through polarizing cytokines allows for diverse, context-specific differentiation and functional diversity in CD4^+^ T cells [3]. We observe that Yap-cKO CD4^+^ T cells have increased capacity to differentiate towards Th1, Th2, Th17, and Treg phenotypes. These observations suggest that Yap does not preferentially bias control of T-cell differentiation but instead enhances responsiveness to local microenvironment cues. These data therefore suggest that Yap inhibition may enhance responses to current immunotherapy strategies. Clues into Yap-regulated events are embedded in our RNA-seq of Yap-cKO TILs, which show broad changes in T-cell responses. 

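Between them the CD4+ and CD8+ TIL comparisons called genes lower in Yap-cKO mice more often than higher, 83.1% of the differentially expressed genes in CD4+ and 75.1% in CD8+ TILs. Of the 912 genes lower in CD4+ TILs that were tested in CD8+ TILs, 903 were negative there, and of the genes higher in CD4+ TILs 92.5% were positive there. A cell type by genotype interaction over the 16 TIL libraries was significant for 0 of 15198 genes, and 525 had an unadjusted p under 0.05. With DESeq2 in place of edgeR it was significant for 45 genes. The paper states that CD4+ and CD8+ TILs were sorted from each tumor, and same-numbered CD4+ and CD8+ TIL libraries of one genotype deviated from their group means with average correlations of 0.417 in WT and 0.483 in Yap-cKO mice. The fit above does not use this pairing. With a term for each mouse, taken as genotype and number and chosen after seeing the data, the interaction was significant for 4 genes, and 873 had an unadjusted p under 0.05. These were Ccl12, Ccl2, Bend4 and Lyz2, with interaction log2 fold changes of 3.84, 3.08, 2.97 and 2.56, more positive in CD8+ TILs. Lyz2 is one of the myeloid markers. Their sum went from 639 CPM in WT to 1696 CPM in Yap-cKO CD8+ TILs and from 615 to 289 CPM in CD4+ TILs. A difference in myeloid RNA is thus a candidate explanation.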

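S3 Table's up-regulated genes were tested pathway by pathway in Yap-cKO TILs. In CD4+ TILs, 3 of the 4 genes of the NFκB pathway were differentially expressed, with log2 fold changes from 1.34 to 1.63. Of 18 genes of MAPK signaling 5 passed (median log2 fold change 1.51), and of 17 tested genes of JAK-STAT signaling 5 passed (median 1.80). In CD8+ TILs, 6 of the 7 genes of the NFAT pathway passed, with log2 fold changes from 1.15 to 1.91, and 10 of 14 tested genes of JAK-STAT signaling passed (median 1.48). T-cell receptor signaling held 4 of 11 genes that passed in CD4+ TILs and 14 of 20 in CD8+ TILs. The log2 fold changes of the tested genes of these sets were positive. With the replicate block 0 genes of the NFAT, JAK-STAT and T-cell receptor sets passed in CD8+ TILs, while 7, 13 and 20 were positive at an unadjusted p under 0.05, and the medians of the NFAT and T-cell receptor sets were 1.36 and 1.45.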

Genes regulated by Yap include several key effectors of T-cell activation, including genes involved in nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB), mitogen-activated protein kinase (MAPK), nuclear factor of activated T cells (NFAT), and Janus kinase (JAK)-signal transducers and activators of transcription (STAT) signaling. Notably, Yap-regulated genes are also enriched for those regulated by the TGFβ and Wnt pathways, which have important pleotropic roles in T-cell biology [77,78]. 

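Among the genes that S3 Table lists as down-regulated, 14 of 19 tested Wnt signaling genes were differentially expressed in CD4+ TILs, with a median log2 fold change of −2.08, and 14 of 21 in CD8+ TILs, with a median of −2.51. Of the TGFβ signaling genes, 7 of 12 tested passed in CD4+ TILs (median −2.18) and 7 of 14 in CD8+ TILs (median −2.41). The tested genes of these sets had negative log2 fold changes in both populations. Among genes listed as up-regulated in CD8+ TILs, 1 of 4 in the TGFβ pathway and 4 of 8 tested in Wnt signaling passed, with medians of 1.34 and 1.26. With the replicate block 0 of these genes passed in CD8+ TILs. At an unadjusted p under 0.05, 18 down-regulated Wnt and 12 down-regulated TGFβ genes differed in the listed direction (medians −2.44 and −2.61), and so did 6 up-regulated Wnt and 4 up-regulated TGFβ genes. Endothelial markers, too, were more abundant in the WT libraries, at 525 ± 170 CPM against 142 ± 33 CPM in Yap-cKO CD4+ TILs (SD, n = 4).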

Given the known convergence of Yap with these immunomodulatory pathways [79], it is likely that Yap directs their transcriptional targets and signal strength. Our study provides novel evidence of CD4^+^ and CD8^+^ T-cell–intrinsic effects of Yap on T-cell activation and tumor infiltration.

An important finding of our studies is that Yap-cKO mice show delayed tumor growth in conjunction with increased infiltration and expression of effector molecules. The well-characterized B16F10 melanoma and LLC lung cancer models generate tumors that are characterized as immune deserts [54–57,80–82]. In immune deserts, T cells are completely excluded from the tumor microenvironment due to suppressed tumor immunogenicity and insufficient T-cell priming, costimulation, and activation [24]. The ability for Yap-cKO CD4^+^ and CD8^+^ T cells to become activated and infiltrate tumors that normally inhibit T-cell infiltration is therefore remarkable and important, as these phenotypes are key for combating tumor growth in human cancer patients [83]. Adoptive transfer of Yap-cKO CD8^+^ T cells showed that CD8^+^ T cells have intrinsically enhanced tumor infiltration capacity compared to WT host CD8^+^ T cells into B16F10 tumors. These data are novel and suggest that one of the early events in Yap-mediated tumor immunosuppression may be exclusion of CD8^+^ T cells from the tumor. The significant correlation of CD8^+^ and CD4^+^ Yap-cKO gene signatures with tumor T-cell infiltration in TCGA data suggest that Yap represses CD8^+^ and CD4^+^ T-cell migration and tumor infiltration in human cancers. In particular, our preclinical results in melanoma and lung cancer models were mirrored in human SKCM, LUAD, and LUSC. Low activity of Yap-regulated CD4^+^ and CD8^+^ gene expression signatures correlated with immune infiltration in 19 TCGA cancer types—and strongly correlated with survival in 11 TCGA cancer types—highlighting that Yap activity in T cells has broad potential as a target for cancer therapy.

Collectively, our data show that Yap is an important immunosuppressor and suggest that inhibition of Yap activity in T cells could have important clinical implications in T-cell therapies against cancer and other diseases. We integrate findings from prior studies and extend them, showing for the first time that Yap is expressed in activated CD4^+^ and CD8^+^ T cells and plays a regulatory role in T-cell activation for both subsets. Insights from our study therefore motivate future investigation of Yap function in T-cell homeostasis and disease.

## Materials and methods

### Ethics statement

This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Animal care and handling was consistent with the recommendations of the Panel on Euthanasia of the American Veterinary Medical Association. Prior to the initiation of experiments, all study protocols were reviewed and modified according to the suggestions of the Boston University School of Medicine and the University of Maryland, Baltimore County (UMBC), Institutional Animal Care and Use Committee (IACUC). The Boston University School of Medicine and UMBC animal management programs are accredited by the American Association for the Accreditation of Laboratory Animal Care and meets National Institutes of Health standards as set forth in the Guide for the Care and Use of Laboratory Animals (DHHS Pub. No. [NIH] 85–23, rev 1985). Boston University’s Animal Welfare Assurance number is A-3316-01 and UMBC’s Animal Welfare Assurance number is D16-00462.

### Mouse strains and genotyping

Yap-loxP/loxP mice, provided by Dr. Jeff Wrana and previously described [84], were backcrossed to the C57BL/6 background for 10 generations and bred with the Tg(Cd4-cre)1Cwi (Jax: 022071) [85] and LSL-EYFP (Jax: 006148) [86] lines to derive Yap-loxP/loxP; LSL-EYFP; CD4-Cre mice. For adoptive cell transfers, CD4-cre mice were crossed with LSL-tdTomato mice (Jax: 007914) [87]. All experiments were performed with 6- to 10-week-old mice, and littermates were always used as controls for each experiment. Animal protocols and study designs were approved by Boston University School of Medicine and UMBC. Mice were maintained in pathogen-free facilities at BUMC and UMBC and were PCR genotyped using published protocols [84–87].

### Cell culture and mouse tumor challenges

B16F10 mouse melanoma cells (ATCC CRL-6475) and LLC1 cells (ATCC CRL-1642) were cultured in DMEM supplemented with glucose, L-glutamine, sodium pyruvate, 10% FBS, penicillin, and streptomycin. Cells were split once they reached 70% confluency and were not used for mouse challenge past a fifth passage. T cells were cultured in RPMI 1640 supplemented with 10% FBS, 1 mM sodium pyruvate, 50 μM β-ME, penicillin, streptomycin, 2 mM l-glutamine, 100 mM nonessential amino acids, 5 mM HEPES, free acid and β-mercaptoethanol. For tumor inoculations, 5 × 10^4^ B16F10 cells or 5 × 10^5^ LLC cells were injected subcutaneously on the right flank of each mouse on day 0. Tumor volume was estimated using the formula (L × W^2^) ÷ 2. Survival endpoint was reached once the tumors measured 500 mm^3^, around day 15. Mice were euthanized by isoflurane inhalation and subsequent cervical dislocation, and tumors were harvested for further prospecting.

### T-cell isolation

Spleens from WT or Yap-cKO mice were pushed through a 70 μm mesh (Falcon) using an insulin syringe plunger and washed with PBS. Cells were treated with ACK red blood cell lysis buffer, and splenocyte single-cell suspensions were prepared for magnetic separation or stained for sorting by flow cytometry. CD4^+^ or CD8^+^ T-cell enrichment was performed using magnetic beads (Miltenyi Biotec or STEMCELL Technologies). Naïve CD4^+^ T cells were isolated using a naïve CD4^+^ T-cell isolation kit (Miltenyi Biotec).

### Flow cytometry

Isolated splenocytes or tumor digests were washed with PBS and stained with the LIVE/DEAD fixable near-IR dead cell stain kit (Invitrogen). Cells were then washed with stain buffer (BD), resuspended in stain buffer containing Fc block (BD), and incubated for 5 minutes at 4°C. Surface antibodies were added in predetermined concentrations, and cells were incubated for 30 minutes at 4°C or 15 minutes at room temperature, before being washed with BD stain buffer and resuspended in PBS for flow cytometric analysis. For intracellular cytokine staining, cells were fixed and permeabilized using the BD Cytofix/Cytoperm Fixation/Permeabilization kit (BD) after dead cell dye and surface staining. For transcription factor staining, the eBioscience Foxp3/transcription factor staining buffer set was used. Flow cytometry analyses were performed on BD LSRII at Boston University School of Medicine Flow Cytometry Facility or at the University of Maryland School of Medicine Center for Innovative Biomedical Resources, Flow Cytometry Shared Service and analyzed by FlowJo (TreeStar).

### T-cell activation and proliferation assays

Cells were cultured and stimulated in 96-well plates at 1 × 10^5^ cells per well. Plates were coated with anti-CD3 antibody (Biolegend) at concentrations of 0, 0.125, 0.25, 0.5, and 1 μg/ml at 4°C overnight and were washed twice with PBS before incubation. Cells were stimulated in the anti-CD3–coated plates with soluble anti-CD28 at 2 μg/ml (Biolegend). On days 1 and 3, cells were stained with dead cell dye as well as antibodies recognizing the lineage and activation markers CD3 BUV737 (BD), CD4 BUV395 (BD), CD8 PerCP-Cy5.5 (Biolegend), CD69 PE (Biolegend), CD44 BV650 (Biolegend), and CD25 APC (Biolegend). For proliferation assays, CD4^+^ or CD8^+^ T cells were isolated and stained using the CellTrace Violet or CFSE Cell Proliferation Kit (Life Technologies). Briefly, purified cells were washed with PBS and incubated with CellTrace dye for 20 minutes at 37°C protected from light. After 20 minutes, complete RMPI medium was added to the cell suspension, and the cells were incubated 5 minutes further before being washed and resuspended in complete RPMI medium. Cells were cultured in 96-well plates at 1 × 10^5^ cells per well and were stimulated using anti-CD3/CD28 dynabeads (Gibco) at a 1:1 ratio with T cells. On days 1 and 3, cells were stained with dead cell dye, and proliferation was measured at the same time.

### CD4^+^ T-cell in vitro differentiation

For CD4^+^ T-cell in vitro differentiation into Th1, Th2, Th17, and Treg subsets, naïve CD4^+^ T cells were enriched using magnetic beads (Miltenyi Biotec). Purified cells were plated at 1 × 10^5^ cells per well on a 96-well plate coated with 10 μg/ml anti-CD3 (Biolegend) and cultured with 2 μg/ml soluble anti-CD28 (Biolegend). The following conditions were specific to each differentiation regime: Th1: 10 ng/ml IL-12 and 10 μg/ml anti-IL-4; Th2: 50 ng/ml IL-4, 10 μg/ml anti-IFNγ, and 10 μg/ml anti-IL-12; Th17: 50 ng/ml IL-6, 20 ng/ml IL-1β, 5 ng/ml IL-23, 1 ng/ml TGFβ, 12 μg/ml αIFNγ, and 10 μg/ml anti-IL-4; and Treg: 100 IU/ml IL2, and 0, 0.5, or 5 ng/ml TGFβ. Cytokines and antibodies were purchased from Biolegend, except for IL-2 and TGFβ (R&D). Cells were cultured for 5 days, before being stimulated with 50 ng/ml PMA (Sigma, P1585) and 1 μg/ml ionomycin (Sigma, I0634) for 6 hours at 37°C in the presence of Golgistop (monensin, BD) or Golgiplug (brefeldin, BD) added after the first 30 minutes of stimulation. Cells were stained with the LIVE/DEAD fixable near-IR dead cell stain kit (Invitrogen); antibodies for surface markers CD3 BUV737 (BD), CD4 BUV395 (BD), CD8 APCFire750 (Biolegend), and CD25 BV510 (Biolegend); antibodies for intracellular cytokines IFNγ APC (Biolegend) and IL-17 PerCP-Cy5.5 (Biolegend); or antibodies for transcription factors GATA3 PECy7 (Biolegend) and Foxp3 PE (BD), as described earlier.

### Thymocyte phenotyping

Thymuses from WT or Yap-cKO mice (8–10 weeks old) were mechanically disrupted by being pushed through a 70 μm mesh (Falcon) with an insulin syringe plunger and washed with PBS. Cells were treated with ACK red blood cell lysis buffer, and thymocyte single-cell suspensions were stained for analysis by flow cytometry as described earlier. Cells were stained with dead cell dye and antibodies for the following surface markers: CD3 BUV737 (BD), CD4 BUV395 (BD), CD8 PerCP-Cy5.5 (Biolegend), TCRβ BV510 (Biolegend), CCR7 PECy7 (Biolegend), H-2Kb PE (Biolegend), CD69 BV421 (Biolegend), CD45R/B220 APCFire750 (Biolegend), CD25 APCFire750 (Biolegend), GL3 APCFire750 (Biolegend), and NK1.1 APCFire750 (Biolegend). Thymocytes were also stained intracellularly with anti-Nur77 APC (BD) using the eBioscience Foxp3/Transcription factor staining buffer set, as described earlier.

### Tumor digestion

B16 tumors from WT and Yap-cKO mice were dissected, mechanically disrupted, and digested in serum-free media containing 2 mg/ml collagenase type I (Worthington) and DNase I (Sigma) for 30 minutes at 37°C in a rotator. Tumor digests were then passed through a 70 μm mesh (Falcon) using an insulin syringe plunger and washed with PBS. Cells were treated with ACK red blood cell lysis buffer (Gibco), and tumor single-cell suspensions were prepared for staining and analysis by flow cytometry, using DAPI (Biolegend) and antibodies for CD45 BV510 (Biolegend), CD3 BUV737 (BD), CD4 BUV395 (BD), and CD8 PerCP-Cy5.5 (Biolegend). For determining absolute numbers of tumor-infiltrating T cells by flow cytometry, AccuCount fluorescent particles (Spherotech) were added to the tumor digests.

### Adoptive cell transfers

For the adoptive cell transfers, EYFP^+^ Yap-cKO CD8^+^ T cells were mixed 1:1 with tdTomato^+^ WT CD8^+^ T cells and injected intravenously into 8-week-old WT C57BL/6 mice (Taconic) on day 0. Mice also received a subcutaneous injection of 5 × 10^4^ B16F10 cells on the same day. On day 15 of tumor growth, tumors were harvested and stained for flow cytometric analysis with dead cell dye, DAPI (Biolegend), and antibodies recognizing CD45 BV510 (Biolegend), CD3 BUV737 (BD), CD4 APC (Biolegend), and CD8 PerCP-Cy5.5 (Biolegend).

### Immunofluorescence microscopy

Harvested B16 tumors were fixed overnight in PLP fixative, followed by incubation in 15% and 30% sucrose. Tumors were embedded in OCT and frozen. Cryosections were cut at 5 μm thickness and stored at −20°C. Slides were stained with rat anti-mouse CD8 (clone CT-CD8a, Fisher) and donkey anti-rat Alexa 647 (Jackson Immuno Research Labs). Slides were washed and mounted in ProLong antifade reagent with DAPI (Life Technologies). Images were acquired using an AxioObserver D1 equipped with an X-Cite 120LED System.

### Immunoblotting and quantitative real-time PCR

RNA was extracted using Rneasy Mini Kit (Qiagen), and 1 μg was used to generate cDNA using an iScript cDNA Synthesis Kit (Bio-rad). Taqman primers (Life Tech) for mouse Gapdh (4352339E), Yap (Mm01143263_m1), or TEAD1-4 (Mm00493507_m1, Mm00449004_m1, Mm00449013_m1, Mm01189836_m1) were mixed with cDNA and Taqman Universal Master Mix II (Life Tech), and ddC_T_ values were calculated relative to unstimulated controls. Protein lysates were analyzed by immunoblotting with anti-YAP (D8H1X) XP (CST 14074) and anti-GAPDH (D16H11) XP (CST 8884) antibodies (original immunoblot images as shown in S5 Data) and were imaged using a Bio-Rad ChemiDoc system.

### Sample preparation for RNA-seq

B16 tumors from WT and Yap-cKO mice were digested as described earlier. Tumors cells were subsequently stained with DAPI and antibodies recognizing CD45 V500 (Biolegend), CD3 PE (Biolegend), CD4 APC (Biolegend), CD8 PerCP-Cy5.5 (Biolegend), and CD4^+^ and CD8^+^ TILs were sorted from each tumor using a BD FACSAria instrument. CD4^+^ and CD8^+^ T cells were sorted from WT and Yap-cKO TDLNs, as well. Cells were sorted into TRIzol LS reagent (Invitrogen), and RNA was isolated using a miRNeasy micro kit (Qiagen).

### Transcriptomic analyses and gene expression signature extraction

RNA quality was evaluated using Agilent Bioanalyzer 2100 Eukaryote Total RNA Pico chips. RNA-seq libraries were prepared using the SMART-Seq version 4 Ultra Low Input RNA Kit (Takara, 634889) from total RNA, following the manufacturer’s protocol. Libraries were then sequenced on a HiSeq 4000 using 75-bp paired end reads to an average depth of 22,445,650 ± 240,398 reads (SEM). Transcript abundance estimates were quantified using Salmon to mouse reference transcriptome from assembly GRCm38 (mm10), aggregated to gene level for UCSC-annotated genes using tximport, and DESeq2 was used to calculate normalized counts and differential expression [88, 89]. CD4 and CD8 up/down gene signatures were generated through differential expression analysis via DESeq2. Differentially expressed genes (DEGs) between Yap-cKO versus WT CD4^+^ and CD8^+^ cells were defined as log2(FC) > 1 (up) or log2(FC) < −1 (down) and FDR < 0.05. DEGs were visualized with a heatmap combined with a barplot annotation, with the heatmap cells representing the log-normalized expression values for each sample. Each row is accompanied by a bar representing the log-fold change in gene expression (KO/WT). Plots were generated using the *ComplexHeatmap* software package available in R. Data have been deposited in NCBI GEO (accession number GSE139883).

### Analysis of gene expression signatures in TCGA datasets

The activation of CD4/8 up and down signatures was calculated with Gene Set Variation Analysis (GSVA) [90] in primary tumor samples across multiple TCGA RNA-seq datasets. Signature activation was summarized by the sum of activation of the up-regulated signature and inactivation of the down-regulated signature. For example, CD4_sig_ activity = GSVA(CD4_up sig_) GSVA(CD4_down sig_). Heatmaps for all TCGA analyses were generated with the *pheatmap* software package available in R. TCGA data include count matrices generated with STAR2/HTSeq downloaded from Genomic Data Commons (GDC) Data Portal. Each count matrix was normalized by relative log expression (RLE) with DESeq2. This analysis was constrained to samples for which survival information was available and immune infiltration could be estimated with Tumor Immune Estimation Resource (TIMER) [91]. The average T-cell infiltration per sample was estimated with TIMER in each TCGA dataset, represented as a single heatmap cell. This average was measured separately for CD4 T-cell and CD8 T-cell infiltration. Additionally, these values were summed to observe their additive effect. Transcription factor motif analysis was performed using the HOMER de novo motif analysis tool [92].

For correlation of signatures with T-cell infiltration, CD4/8 signature activation was correlated with the sum of CD4^+^ T-cell and CD8^+^ T-cell infiltration in each TCGA dataset estimated by TIMER [91]. The heatmap in Fig 5I is colored by the correlation coefficient, and the text of each cell is the adjusted *p*-value of the correlation. For survival analysis, the CD4/8 signature activation was used to stratify patients across TCGA datasets into high or low activated groups separated by the mean. For each dataset, Kaplan-Meier survival plots were generated, and the results were summarized with the heatmap shown in Fig 5J. Red signifies that an average survival probability is higher for patients with high activity of Yap-regulated signature, whereas dark blue signifies that an average survival probability is higher for patients with low Yap activity. Light orange and light blue signify the same groups with higher survival probability, respectively, but the differences are not significant. The text of each cell is the *p*-value for the survival estimation. The distribution of *p*-values arising from the multiple survival analyses for each signature across TCGA datasets was compared to a uniform distribution using a Kolmogorov-Smirnov test.

## Supporting information

S1 Fig Yap deletion or pharmacological inhibition of Yap does not significantly affect T-cell proliferation. CD4^+^ and CD8^+^ T cells were isolated from WT or Yap-cKO mice and screened for EYFP expression as well as activation marker expression and proliferation after αCD3 and αCD28 stimulation. Proliferation was also tested for WT CD4^+^ and CD8^+^ T cells treated with increasing concentrations of verteporfin under IL-2, anti-CD3, and anti-CD28 stimulation. Statistical differences were determined by using a Student *t* test, with “ns” indicating not significant. (A) Yap mRNA expression in WT or Yap-cKO CD4^+^ T cells following CD3/CD28 stimulation. (B) Yap mRNA expression in WT or Yap-cKO CD8^+^ T cells following CD3/CD28 stimulation. (C) EYFP expression by flow cytometry on CD4^+^ cells isolated from WT or Yap-cKO mouse spleens. (D) EYFP expression by flow cytometry on CD8^+^ cells isolated from WT or Yap-cKO mouse spleens. (E) CD69 expression on WT and Yap-cKO CD4^+^ T cells 72 hours post CD3/CD28 stimulation (*n =* 2–3 per dose/group). (F) CD69 expression on WT and Yap-cKO CD8^+^ T cells 72 hours post CD3/CD28 stimulation (*n =* 2–3 per dose/group). (G) WT and Yap-cKO CD4^+^ T-cell proliferation (*n =* 3/group). (H) WT and Yap-cKO CD8^+^ T-cell proliferation (*n =* 3/group). (I) CD69 expression on WT CD4^+^ T cells 72 hours post IL-2 and CD3/CD28 stimulation and increasing concentration of verteporfin (*n =* 4/group). (J) CD69 expression on WT CD4^+^ T cells 72 hours post IL-2 and CD3/CD28 stimulation and increasing concentration of verteporfin (*n =* 4/group). (K) Proliferation of DMSO- versus verteporfin-treated WT CD4^+^ and CD8^+^ T cells (representative of 4 independent experiments). Raw data for this experiment are available in FLOWRepository (Repository ID: FR-FCM-Z2D5).
(TIF) Click here for additional data file.

S2 Fig Top 25 up- and down-regulated genes responding to Yap deletion in CD4^+^ and CD8^+^ TILs. 

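Among genes whose WT and Yap-cKO values did not overlap, those with the smallest p that were lower in Yap-cKO CD4+ TILs were Rps3a3, Aplnr, Fstl1, Kank1 and Anxa3. Rps3a3 is a processed pseudogene whose reads could be shared with its parent gene. It fell from 47.5 ± 13.4 to 0.716 ± 0.316 CPM (SD, n = 4), a log2 fold change of −6.03 (standard error 0.453, adjusted p = 0.000521, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aplnr fell from 25.1 ± 11.4 to 0.191 ± 0.0664 CPM, a log2 fold change of −6.97 (standard error 0.572, adjusted p = 0.000657, edgeR). Fstl1 and Kank1 had log2 fold changes of −3.63 and −5.23. Those higher were Gm4956, Gm7600, Pigz, Ltb4r1 and Nrn1. Gm4956 and Gm7600 are pseudogenes with WT libraries at or under 3 counts, and they were at least 26.5-fold and 18.9-fold higher. Pigz, Ltb4r1 and Nrn1 had log2 fold changes of 3.81, 2.89 and 2.08, and Ltb4r1 rose from 14.0 ± 6.48 to 104 ± 38.5 CPM. In CD8+ TILs the lower genes were Rps3a3, Vwa1, Ccn2, Fstl1 and Serping1, with log2 fold changes of −5.73, −6.56, −7.66, −3.49 and −5.73. Vwa1 varied widely between WT libraries, 70.9 ± 79.7 CPM, against 0.75 ± 0.436 CPM in Yap-cKO mice. The higher genes in CD8+ TILs were Lpl, Evi2a, Gm7600, Trim34a and Morc3, with log2 fold changes of 2.45, 1.64, 5.00, 1.48 and 1.45. Lpl rose from 10.2 ± 4.47 to 55.6 ± 4.73 CPM (standard error 0.313). With the replicate number as a block, Rps3a3 was the gene of these 10 with an adjusted p under 0.05 in CD8+ TILs (0.00823, edgeR).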

RNA-seq was performed from CD4^+^ and CD8^+^ TILs and TDLNs that were isolated from WT and Yap-cKO mice challenged with B16F10 tumors (data at NCBI GEO GSE139883 and listed in S1 and S2 Tables), and the top DEGs are shown. (A) A heatmap representing the top and bottom 25 DEGs in Yap-cKO versus WT CD4^+^ TILs. (B) A heatmap representing the top and bottom 25 DEGs in Yap-cKO versus WT CD8^+^ TILs.
(TIF) Click here for additional data file.

S3 Fig Expression of genes related to T-cell activation, chemokines and chemokine receptors, and T-helper subset–defining factors are up-regulated in Yap-cKO CD4^+^ and CD8^+^ TILs. DEGs identified in Yap-cKO versus WT CD4^+^ and CD8^+^ TILs that encode factors related to T-cell function are shown. These data were derived from RNA-seq analysis of the respective mice challenged with B16F10 tumors, which is available at NCBI GEO (GSE139883) and listed in S1 and S2 Tables. (A) Log_10_(normalized RNA-seq counts +1) of T-cell activation–related genes in Yap-cKO versus WT CD8^+^ TILs. (B) Log_10_(normalized RNA-seq counts +1) of T-cell activation–related genes in Yap-cKO versus WT CD4^+^ TILs. (C) Log_10_(normalized RNA-seq counts +1) of chemokine genes in Yap-cKO versus WT CD8^+^ TILs. (D) Log_10_(normalized RNA-seq counts +1) of chemokine receptor genes in Yap-cKO versus WT CD8^+^ TILs. (E) Log_10_(normalized RNA-seq counts +1) of chemokine genes in Yap-cKO versus WT CD4^+^ TILs. (F) Log_10_(normalized RNA-seq counts +1) of chemokine receptor genes in Yap-cKO versus WT CD4^+^ TILs. (G) Log_10_(normalized RNA-seq counts +1) of T-helper subset–defining cytokines in Yap-cKO versus WT CD4^+^ TILs. (H) Log_10_(normalized RNA-seq counts +1) of T-helper subset–defining transcription factors in Yap-cKO versus WT CD4^+^ TILs. Significant differences were determined by a Student *t* test; *p < 0.05; **p < 0.01; ***p < 0.001.
(TIF) Click here for additional data file.

S4 Fig Yap-cKO TILs are skewed towards Th2 and Treg gene expression signatures compared to WT. DEGs identified in Yap-cKO versus WT CD4^+^ TILs that represent different CD4^+^ fates are shown. These data were derived from RNA-seq analysis of the respective mice challenged with B16F10 tumors, which is available at NCBI GEO (GSE139883) and listed in S1 and S2 Tables. (A) Heatmap of statistically significant differentially expressed Th1-related genes in Yap-cKO versus WT CD4^+^ TILs. (B) Heatmap of statistically significant differentially expressed Th2-related genes in Yap-cKO versus WT CD4^+^ TILs. (C) Heatmap of statistically significant differentially expressed Th17-related genes in Yap-cKO versus WT CD4^+^ TILs. (D) Heatmap of statistically significant differentially expressed Treg-related genes in Yap-cKO versus WT CD4^+^ TILs.
(TIF) Click here for additional data file.

S5 Fig The TEAD-binding motif is enriched in upstream regulatory elements found in genes altered in expression within Yap-deleted TILs. HOMER de novo motif analysis was performed on down-regulated gene expression changes identified in Yap-cKO versus WT (A) CD4^+^ and (B) CD8^+^ TILs, revealing the TEAD transcription factor motifs among the top enriched motifs.
(TIF) Click here for additional data file.

S1 Table DEGs identified by RNA-seq analyses of Yap-cKO versus WT CD4^+^ and CD8^+^ TILs that were isolated from the respective mice challenged with B16F10 tumors. 

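The part of S1 Table used here lists 1999 CD4+ TIL genes at an adjusted p under 0.05, and 1805 of them passed the count filter. The log2 fold change had the same sign for all 1805, and 1088 had an adjusted p under 0.05 with edgeR. Across these genes, which are not independent replicates, the 2 sets of log2 fold changes had a Pearson correlation of 0.987 and a median absolute difference of 0.181. With DESeq2, average transcript length offsets and shrunken fold changes, 1977 of the genes were tested, 1973 had an adjusted p under 0.05 in the same direction, and the median absolute difference was 0.001.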

The RNA-seq data are available at NCBI GEO (GSE139883).
(XLSX) Click here for additional data file.

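Of the 20 genes that S2 Table lists for CD4+ TDLN cells, 19 passed the count filter. The 19 had log2 fold changes of the listed sign, and 6 had an adjusted p under 0.05 with edgeR. Camk2b fell from 16.9 ± 2.43 to 4.82 ± 1.27 CPM (SD, n = 4), a log2 fold change of −1.81 (standard error 0.272, adjusted p = 0.0634, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cnbd2 had a log2 fold change of −1.39 and Rab6b one of 2.25. Kdm5d and Uty lie on chromosome Y, and their log2 fold changes of −2.33 and −3.36 compare WT groups in which 3 of 4 replicates had Ddx3y and Eif2s3y above 5 CPM with Yap-cKO groups in which 0 had. The log2 fold change was of the listed sign in CD45+ TDLN cells for 17 of 17 genes tested there. It was of the listed sign in all 6 comparisons of Yap-cKO with WT cells for 15 of the 16 genes tested in all of them. The values listed for CD8+ TDLN cells were not used here.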

S2 Table DEGs identified by RNA-seq analyses of Yap-cKO versus WT CD4^+^ and CD8^+^ TDLNs that were isolated from the respective mice challenged with B16F10 tumors. The RNA-seq data are available at NCBI GEO (GSE139883).
(XLSX) Click here for additional data file.

S3 Table Hyper-enrichment analysis of the up-regulated and down-regulated genes identified in Yap-cKO versus WT CD4^+^ and CD8^+^ TILs. (XLSX) Click here for additional data file.

S1 Data Original data for the graphs in Fig 1. Each tab includes data for the noted panels in Fig 1.
(XLSX) Click here for additional data file.

S2 Data Original data for the graphs in Fig 2. Each tab includes data for the noted panels in Fig 2.
(XLSX) Click here for additional data file.

S3 Data Original data for the graphs in Fig 3. Each tab includes data for the noted panels in Fig 3.
(XLSX) Click here for additional data file.

S4 Data Original data for the graphs in Fig 3. Each tab includes data for the noted panels in Fig 4.
(XLSX) Click here for additional data file.

S5 Data Original data for the graphs in S1 Fig. Each tab includes data for the noted panels in S1 Fig.
(XLSX) Click here for additional data file.

S6 Data Original data for the graphs in S3 Fig. Each tab includes data for the noted panels in S3 Fig.
(XLSX) Click here for additional data file.

S1 Raw Images Original immunoblots that are cropped in Fig 1A and 1B. Yap immunoblots from (A) CD4^+^ and (B) CD8^+^ cells, and GAPDH immunoblots from (C) CD4^+^ and (D) CD8^+^ cells.
(PDF) Click here for additional data file.

## Abbreviations

ACC: adrenocortical carcinoma
BLCA: bladder urothelial carcinoma
BRCA: breast invasive carcinoma
CAR-T: chimeric antigen receptor T cell
CD: cluster of differentiation
CESC: cervical squamous cell carcinoma and endocervical adenocarcinoma
CHOL: cholangiocarcinoma
cKO: conditional knockout
COAD: colon adenocarcinoma
DEG: differentially expressed gene
DLBC: lymphoid neoplasm diffuse large B-cell lymphoma
DLN: draining lymph node
DN: double negative
DP: double positive
ESCA: esophageal carcinoma
EYFP: enhanced yellow fluorescent protein
Foxp3: forkhead box protein 3
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
GATA3: GATA binding protein 3
GBM: glioblastoma multiforme
GDC: Genomic Data Commons
GEO: Gene Expression Omnibus
GSVA: Gene Set Variation Analysis
HNSC: head and neck squamous cell carcinoma
IFNγY: interferon gamma
IL-4: interleukin 4
JAK-STAT: Janus kinase-signal transducers and activators of transcription
KICH: kidney chromophobe
KIRC: kidney renal clear cell carcinoma
KIRP: kidney renal papillary cell carcinoma
LATS1: Large tumor suppressor kinase 1
LGG: brain lower grade glioma
LIHC: liver hepatocellular carcinoma
LLC: Lewis lung carcinoma
loxP: locus of X-over P1
LSL: lox-stop-lox
LUAD: lung adenocarcinoma
LUSC: lung squamous cell carcinoma
MAPK: mitogen-activated protein kinase
MESO: mesothelioma
MFI: median fluorescence intensity
MHC: major histocompatibility complex
MHCI: major histocompatibility complex class I
MST1: mammalian sterile 20 like 1
mTOR: mammalian target of rapamycin
NCBI: National Center for Biotechnology Information
NFAT: nuclear factor of activated T cells
NFκB: nuclear factor kappa-light-chain-enhancer of activated B cells
Nur77: nuclear receptor 77
OV: ovarian serous cystadenocarcinoma
PAAD: pancreatic adenocarcinoma
PCPG: pheochromocytoma and paraganglioma
PMA: phorbol 12-myristate 13-acetate
PRAD: prostate adenocarcinoma
READ: rectum adenocarcinoma
RLE: relative log expression
RNA-seq: RNA sequencing
RORγt: RAR-related orphan receptor γt
SARC: sarcoma
SKCM: skin cutaneous melanoma
SM: semimature
SP: single positive
STAD: stomach adenocarcinoma
T-BET: T-box protein expressed in T cells
TCGA: The Cancer Genome Atlas
TCR: T cell receptor
TDLN: tumor-draining lymph node
TEAD: TEA domain family member
TGCT: testicular germ cell tumors
TGFβ: transforming growth factor beta
Th1: T helper cell type 1
THCA: thyroid carcinoma
THYM: thymoma
TIL: tumor-infiltrating lymphocyte
TIMER: Tumor Immune Estimation Resource
Treg: regulatory T cell
UCEC: uterine corpus endometrial carcinoma
UCS: uterine carcinosarcoma
UVM: uveal melanoma
WT: wild-type
Yap: Yes-associated protein

# Supplementary material for: Yap suppresses T-cell function and infiltration in the tumor microenvironment
**Source:** PLoS Biol. 2020 Jan 13;18(1):e3000591. doi: 10.1371/journal.pbio.3000591
**Supplement:** S1 Raw Images — Yap immunoblots from (A) CD4+ and (B) CD8+ cells, and GAPDH immunoblots from (C) CD4+ and (D) CD8+ cells.

**A**  $\alpha$ -Yap immunoblot (Fig 1A)

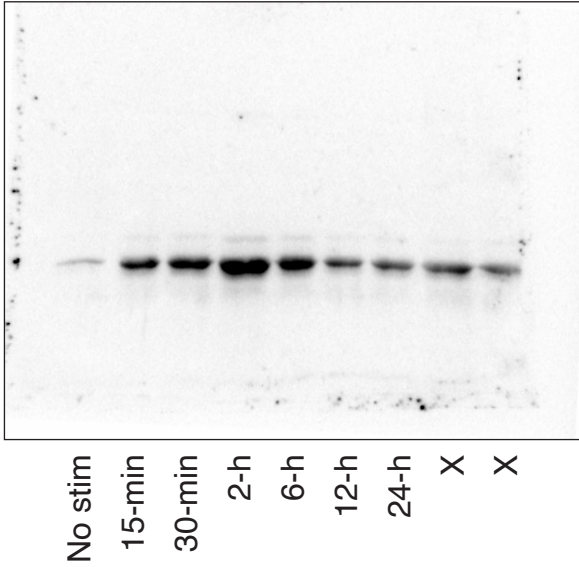

**B**  $\alpha$ -Yap immunoblot (Fig 1B)

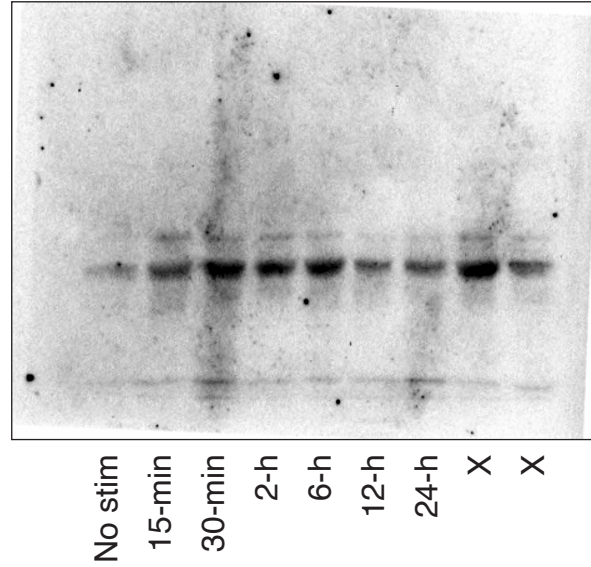

**C**  $\alpha$ -GAPDH immunoblot (Fig 1A)

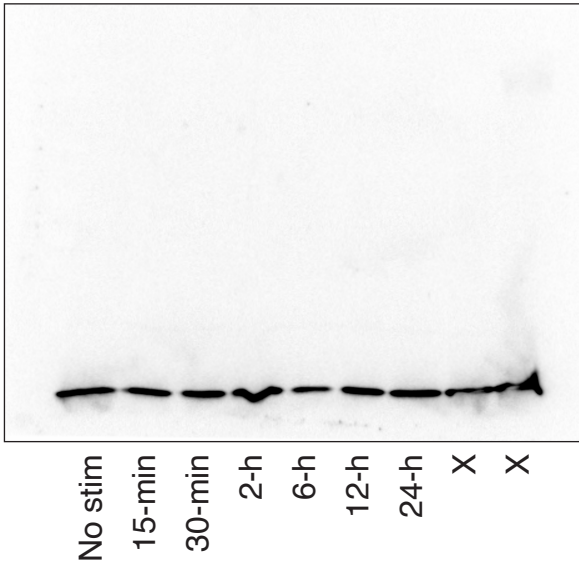

**D**  $\alpha$ -GAPDH immunoblot (Fig 1B)

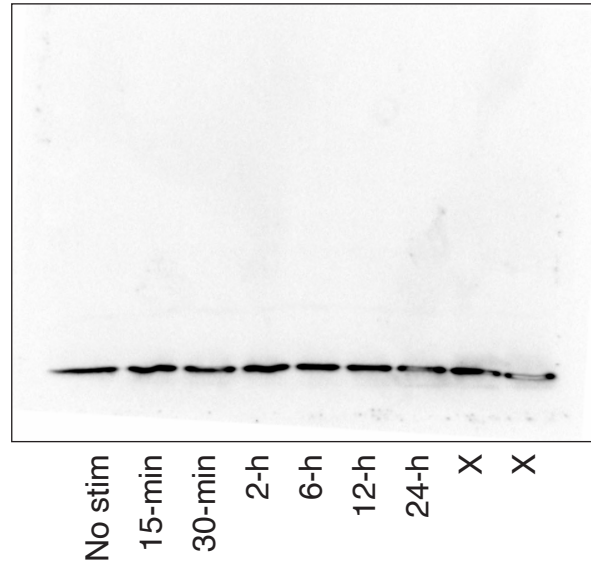

Original Immunoblot images from Fig 1A-B were captured using a Bio-Rad ChemiDoc system.

How the deposited data were processed for this re-analysis (not part of the article)

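RNA was sequenced from sorted CD4+ T cells, CD8+ T cells and CD45+ cells negative for CD4 and CD8, taken from tumors and from tumor-draining lymph nodes of WT and Yap-cKO mice, with 4 libraries in each of 12 groups and 48 libraries in all. Genotype, cell type, tissue and replicate number were taken from the sample labels and from the paper. The authors prepared SMART-Seq version 4 libraries, sequenced paired-end reads and quantified transcripts with Salmon against the mouse GRCm38 transcriptome. The authors deposited for each library the expected count of reads that Salmon assigned to each transcript, without normalization. The deposited values also include a TPM for each transcript, which the authors' Salmon run scaled by effective length and depth within each library, and the effective length itself. The version of Salmon is not named in the paper's text. The authors' own later steps, aggregation to UCSC genes with tximport and differential expression with DESeq2, are not part of the deposited values.

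Transcripts were matched by identifier, without version, to GENCODE mouse release M21 on GRCm38, which gave a gene for 111787 of 112092 transcripts and left 0.0488% to 0.18% of the counts of a library unmatched. The deposited expected counts were summed over the transcripts of each of 34932 genes and rounded to whole numbers. Deposited TPM values were used only to weight the effective lengths of a gene's transcripts, as tximport does, in the alternatives with average transcript length offsets. Coordinates are those of GENCODE M21, counted from 1. All values came from files of a single library, so 0 tables that mix samples were used. Xist was not analysed here.

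Each comparison of Yap-cKO with WT used the 8 libraries of one sorted population and tissue. Genes with at least 10 counts in at least 4 of these libraries were tested with edgeR 4.0.16 in R 4.3.3, by TMM normalization, a quasi-likelihood fit with genotype as the only term and the quasi-likelihood F test. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the paper. Standard errors were computed from the log2 fold change and the F statistic. Differences between tissues, and between CD4+ and CD8+ TILs, were tested as interaction terms over 16 libraries. Where libraries were left out in turn, each interaction fit left out both libraries of one genotype and replicate number. CPM of single genes are edgeR's values after TMM normalization, given as mean ± SD over 4 libraries. Sums of marker genes, and the marker and Y-linked covariates, are CPM of the library totals without TMM normalization. Where every library of a group held at most 3 counts of a gene, the fold change was computed against 3 counts and given as a lower bound. Single genes and marker sums were compared by exact permutation tests, two-sided, whose smallest p for 4 against 4 libraries is 0.0286. The gene lists of S3 Fig and S3 Table were read from the paper's supplementary data, and the genes of S3 Fig were also adjusted over each list alone. Both kinds of list come from the paper's results on the same libraries, so neither gives an independent test. S1 and S2 Tables were used for CD4+ cells, and their CD8+ parts were not used here.

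Between 12656510 and 24213892 counts per library fell on genes. At this depth 3 counts in a library correspond to between 0.124 and 0.237 CPM, and lower values are not told apart from 0. Amplified cDNA reads carried no molecular identifiers, so counting error understates the error of a single library, and the spread between the 4 libraries was used throughout. Counts do not use strand, so genes that overlap on opposite strands, and pseudogenes or gene families that share sequence with other genes, are uncertain.

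The choices that could change the results and their alternatives were written down before the data were examined. They are DESeq2 1.42.0 with its size factors in place of edgeR, DESeq2 with average transcript length offsets and shrunken fold changes (betaPrior), no count filter, average transcript length offsets in edgeR, the replicate number as a block, scaling of each library on 15 T-lineage genes in place of TMM, a covariate of the mean log2 CPM of 35 endothelial, fibroblast, pericyte and melanoma marker genes in CD4+ and CD8+ TILs, the adjusted p alone, and each library left out in turn. A covariate of the mean log2 CPM of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, in all 6 comparisons, the marker covariate in CD45+ TILs, and in the interactions a term for each mouse, taken as genotype and replicate number, were added after the data were seen. So were 3 tests of technical explanations, with offsets for GC content, with libraries brought to equal depth and without the 50 genes with the most counts. The GC offsets were not centered within a library and were added to the TMM factors, so they also moved its overall level. The replicate numbers that pair the libraries of different genotypes come from the sample labels, and the paper does not say that same-numbered mice were matched. Whether they pair was checked by the correlation, over genes, of the deviations of same-numbered libraries from their group means (log2 CPM with a pseudocount of 0.5). Libraries of 1 group were compared pair by pair, and in 0 of 72 pairs were the counts identical or as close as sampling noise, so each library was counted as 1 replicate.

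The genes named in the text follow a rule written in advance: Yap1, the genes of S3 Fig, the CD3 genes, Cd80 and Cd86, the S3 Table genes for YAP1 and TAZ stimulated gene expression and for signaling by Hippo, the S2 Table genes of CD4+ TDLN cells, label and lineage markers, and for each comparison the 5 genes higher and the 5 lower with the smallest p among differentially expressed genes whose WT and Yap-cKO values did not overlap. From the larger S3 Fig panels, the genes past the adjusted p and those with the lowest and highest log2 fold change were named, a choice within the list made from their values. Some single genes of these lists are not reported here.

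The edgeR and DESeq2 steps were tested on simulated counts with known fold changes, drawn from the means and library sizes of real libraries. Genes were drawn independently, with the spread that edgeR had estimated and with WT means for both groups outside the changed genes. The simulation thus does not show which calls on the real libraries are false. In simulated CD4+ TILs edgeR called 136 of 197 changed genes (69.0%) with 6 false calls among 13819 genes, and in simulated CD4+ TDLN cells it called 179 of 198 (90.4%) with 9 false calls among 12590 genes. DESeq2 called 170 and 186 of the changed genes, with 46 and 32 false calls. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The motif enrichment of S5 Fig was not analysed here, since no genome sequence was used, and neither were the flow cytometry, tumor and human cancer data.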

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

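The division of the splits by the TIL pairs they exchanged, the check of labels with Rps3a3 and the proportions of Yap1 to marker genes were chosen after their results were seen. None of the other tests in this part was chosen after its own result was seen, but the marker covariate in CD45+ TILs, the Y-linked covariate, the term for each mouse, the GC offsets, the equal depth and the removal of the 50 genes with the most counts were added after the data were seen, and so was the rule that a covariate with more than 0.5 of its variance shared with genotype, or a setting that moves the log2 fold changes by a median of less than 0.01, cannot decide a question. For counts of genes, other splits of the libraries exchanged the genotype labels of same-numbered pairs, so that every split parted each pair as the real one does. For a comparison of 4 with 4 libraries this leaves 8 of 35 splits, the real one included, so the smallest possible share is 0.125 and such splits cannot rule out a random division. The splits not fitted keep some same-numbered libraries in the same group.

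The response to Yap deletion differed between tumor and lymph node in CD4+ cells for 205 genes (31 more positive and 174 more negative in TILs, 2239 at an unadjusted p under 0.05, edgeR interaction test). Of 100 splits, the real one included, 2 gave at least as many genes, and the other one, with 249, exchanged TDLN pair 4 and all TIL pairs, which keeps the TIL libraries of each genotype together. The 87 splits that exchanged only some TIL pairs gave at most 4 genes, and those that exchanged TDLN pairs alone gave 84 to 166. The number thus depended on the TIL labels, and part of it on the TDLN labels as well. With all libraries brought to equal depth the number was 189. It rose to 308 without the 50 genes with the most counts (42 more positive and 266 more negative) and to 411 with offsets for GC content (157 more positive and 254 more negative). These corrections did not remove the interaction. With the GC offsets a larger share of its genes was more positive. Those offsets also moved the level of whole libraries, and the median interaction log2 fold change of all genes rose from 0.14 to 0.22. The larger share can thus not be ascribed to GC content. With a term for each mouse, which pairs same-numbered TIL and TDLN libraries of one genotype, 132 genes passed, 93 of them among the 205. RNA from melanoma, endothelial or fibroblast cells in the WT TIL libraries is a candidate source of the more negative genes. Of those tested in CD45+ TILs, 75.2% (121 of 161) had a negative log2 fold change there, against 48.1% of the other genes. The genes with a more positive interaction were positive there in 88.9% of cases (24 of 27, other genes 51.5%), so the agreement between populations is not specific to such RNA. The interaction thus cannot be told apart from a difference in the share of non-T-cell RNA. A response of Yap that depends on the tumor remains a hypothesis.

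In CD8+ cells the interaction involved 63 genes, all more negative in TILs (2333 at an unadjusted p under 0.05). Here 9 of 100 splits gave at least as many, the real one included. Of the other 8, 3 exchanged TDLN pairs alone and 4 exchanged all TIL pairs, which keeps the TIL libraries of each genotype together. Of the 87 splits that exchanged only some TIL pairs 1 did, with 2536 genes. A random division of the TDLN libraries is thus not ruled out, while splits that mixed the TIL genotypes seldom gave as many. The split with the most genes, 3335, exchanged the labels of CD8+ TDLN pairs 2 and 3. At equal depth 25 genes remained of the 63, and 2226 had an unadjusted p under 0.05. Bringing libraries to equal depth also removes counts and so lowers the power. The drop thus does not decide whether a difference in depth accounts for part of the number. Leaving out the 50 genes with the most counts gave 101 genes and GC offsets gave 154, both above the number without them. Of the 61 genes tested in CD45+ TILs, 83.6% were negative there, against 48.3% of the other genes, and RNA from other cells remains a candidate explanation as in CD4+ cells. Under the replicate block 0 genes passed, with 1860 at an unadjusted p under 0.05, and with a term for each mouse, which pairs same-numbered TIL and TDLN libraries, 0 passed, with 1930.

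The paper does not report a comparison of genotypes for the CD45+ cells. In CD45+ TILs 135 genes were differentially expressed (9 higher and 126 lower in Yap-cKO, 2425 at an unadjusted p under 0.05), the WT and Yap-cKO values of 135 of them did not overlap, and 11.5% of all tested genes did not overlap, against 2.9% by chance. Of these genes 62 were changed in the same direction in CD4+ and 95 in CD8+ TILs. The number was largest for the real labels, 1 of 8 splits, and the next split gave 4. It was 173 with GC offsets, which also moved the level of whole libraries, so this number does not decide the part of GC content. It was 125 at equal depth, which moved the log2 fold changes by a median of only 0.01. Leaving out the 50 genes with the most counts gave the same 135 genes but moved no log2 fold change by as much as 0.01. Both settings thus test the number little or not at all. Melanoma markers were at 1592 ± 356 CPM in WT and 510 ± 223 CPM in Yap-cKO CD45+ TILs (SD, n = 4; exact permutation test, two-sided, p = 0.0286, Benjamini-Hochberg 0.133 over 42 tests; lower in 4 of 4 Yap-cKO libraries than in any WT library). With the marker covariate 0 genes passed and 1036 had an unadjusted p under 0.05, but genotype explained a share of 0.766 of the covariate, so the test cannot separate tumor cell RNA from genotype. With the Y-linked covariate 1 gene passed. Same-numbered libraries deviated with a correlation of −0.283, and 1 gene passed with the replicate number as a block. A biological explanation, an effect of Yap-deficient T cells on other immune cells, cannot be told apart from tumor cell RNA or from differences between the mice. The genes with the smallest p that were higher were Gm4956 (at least 15.9-fold), Tnfaip3 (log2 fold change 1.11), Gm7600 (4.35), Hspa1b (1.16) and Gata3 (1.39), and those lower were Rps3a3 (−6.87), Cnbd2 (−1.67), Fez1 (−2.70), Cck (−3.55) and Gsta4 (−2.61).

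In CD45+ TDLN cells 8 genes were differentially expressed (391 at an unadjusted p under 0.05). Their WT and Yap-cKO values did not overlap, as was the case for 1.6% of tested genes. Gm7600 (at least 18.4-fold) and Cfap74 (log2 fold change 2.33) were higher, and Rps3a3 (−5.67), Gm46223 (−1.96), Miga1 (−1.41), Chd9 (−1.53) and Cnbd2 were among the 6 lower. The real labels gave the most genes, 1 of 8 splits. The number was 6 at equal depth and 9 with GC offsets. It was 8 without the 50 genes with the most counts, which again moved no log2 fold change by as much as 0.01. With the Y-linked covariate it was 194, of which 192 were lower. Of the 6 genes changed in CD4+ TDLN cells 3 were changed in the same direction here, and of the 2 changed in CD8+ TDLN cells 2 were. A difference between the mice that is not specific to T cells, such as a strain variant or pseudogene reads, is therefore a candidate explanation.

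Among 160 groups of 4 libraries, 13 held a library far from the other 3, where 8 are expected by chance. The measure is the gap between the extreme library and its neighbor divided by the range of the group, compared with the 95% critical value of Dixon's test for 4 values. Yap-cKO CD4+ TIL replicate 3 appeared 3 times. It had the highest fibroblast and pericyte markers (85.2 CPM against 16.9 to 25.1, ratio 0.88), the highest myeloid markers (615.5 CPM against 153 to 220, ratio 0.856) and the lowest Cd86 (4.26 CPM against 22.2 to 25.1, ratio 0.864). RNA of other cells in this library is a candidate explanation for the markers, but not for the low Cd86. Without this library the log2 fold change of Cd86 in CD4+ TILs was 1.39 instead of 1.09, and 3236 genes were differentially expressed.

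Yap-cKO CD8+ TDLN replicate 3 stood apart in Yap1 (4.62 CPM against 1.10 to 1.68, ratio 0.834) and in melanoma markers (18.0 CPM against 8.06 to 9.65, ratio 0.841). Without this library the log2 fold change of Yap1 was −0.67 in place of −0.01. It also held the most fibroblast and pericyte markers of the CD8+ TDLN libraries (9.70 CPM against 3.21 to 6.51). In WT CD8+ TILs 15.3 to 30.4 CPM of Yap1 went with 5445 to 19270 CPM of melanoma markers and 176 to 1263 CPM of fibroblast and pericyte markers, and at those proportions the excess of either in this library falls short of its Yap1. This library also held counts of 23238 genes, against 17622 to 19153 in the other CD8+ TDLN libraries. The source of these additional genes, and other sources of its Yap1, were not tested. An exchanged label is not what Rps3a3 shows, since it lay between 0.71 and 1.74 CPM in the 4 Yap-cKO libraries and between 86.4 and 142.9 CPM in the WT libraries.

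The other libraries that stood apart were WT CD4+ TDLN replicate 3 in B-cell markers (93.9 CPM against at most 38.8, ratio 0.891) and in Gm7600 (0.341 CPM against 0 to 0.056, ratio 0.836), WT CD4+ TDLN replicate 4 in NK markers (3.96 CPM against 0.447 to 0.871, ratio 0.879), Yap-cKO CD4+ TDLN replicate 3 in Rps3a3 (0.534 CPM against 1.51 to 1.64, ratio 0.88), WT CD8+ TDLN replicate 4 in melanoma markers (13.1 CPM against 8.66 to 9.07, ratio 0.909), WT CD8+ TIL replicate 2 in fibroblast and pericyte markers (1263 CPM against 176 to 332, ratio 0.856), Yap-cKO CD45+ TIL replicate 1 in NK markers (104 CPM against 147.5 to 153, ratio 0.881) and WT CD45+ TIL replicate 2 in total counts (23661203, ratio 0.842). No biological explanation was tested for these, and the design gives none for a single library.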

How the results depend on the processing

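The Y-linked covariate in all comparisons, the marker covariate in CD45+ TILs, the mouse term in the interactions and the offsets for GC content were chosen after the data were seen, and the other alternatives in this part were set beforehand. For each change of a number of genes below, the cause was not tested unless a value is given for it. The adjusted p alone and length offsets in edgeR kept all numbers of genes within 1.5 times. The TEAD motif tests and their alternatives were not run, since no genome sequence was used. The T-lineage scaling was not used for CD45+ cells, and DESeq2 with length offsets and shrunken fold changes was not used for the interactions.

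With DESeq2's size factors, 2142 genes were differentially expressed in CD4+ TILs (582 higher and 1560 lower) instead of 1139, and 1138 of the 1139 were shared. In CD8+ TILs 801 genes were higher instead of 428, and the total was 2577. The number was 531 in CD45+ TILs, 21 in CD4+, 15 in CD8+ and 16 in CD45+ TDLN cells. For the interactions it was 842 in CD4+ and 719 in CD8+ cells across tissues, and 45 between CD4+ and CD8+ TILs. The genes past the adjusted p in S3 Fig were 14 in S3A, 6 in S3B, 5 in S3D and 7 in S3F, and of the S3 Table genes listed as higher 64 changed in CD4+ and 79 in CD8+ TILs. DESeq2 also made more false calls on simulated counts than edgeR did (46 against 6 in simulated CD4+ TILs and 32 against 9 in simulated CD4+ TDLN cells). Those counts had the spread that edgeR estimated, so they do not show whether DESeq2's additional calls on real libraries are false.

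DESeq2 with length offsets and shrunken fold changes gave 2231 genes in CD4+ TILs (568 higher and 1663 lower), 2636 in CD8+ TILs (696 higher and 1940 lower), 412 in CD45+ TILs, and 19, 9 and 18 in CD4+, CD8+ and CD45+ TDLN cells. It gave 14 genes in S3A, 5 in S3B, 5 in S3D and 6 in S3F Fig. Of the S3 Table genes, 71 and 84 listed as higher and 47 and 48 listed as lower changed in CD4+ and CD8+ TILs. These lists are the paper's own calls on the same libraries, so the last numbers show no stability. Without the count filter 1723 genes changed in CD4+ TILs, of which 1480 were lower, 250 in CD45+ TILs, 21 in CD4+ and 8 in CD8+ TDLN cells, 386 and 457 in the tissue interactions of CD4+ and CD8+ cells, and 4 in S3F Fig.

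Scaling on T-lineage genes moved the median log2 fold change of all genes to −1.07 in CD4+ and in CD8+ TILs, 0.20 in CD4+ TDLN cells, and −1.32 and −1.20 in the CD4+ and CD8+ tissue interactions. Calls were made against 0 and not against the shifted median, and most genes called in TILs were lower. In CD4+ TILs 3147 genes changed, 16 higher and 3131 lower, and in CD8+ TILs 5463, 7 higher and 5456 lower. The share of higher genes fell from 16.9% to 0.5% in CD4+ TILs and from 24.9% to 0.1% in CD8+ TILs. With DESeq2 it was 27.2% in CD4+ TILs. With offsets for GC content, which also raised the median log2 fold change there from 0.14 to 0.26, it was 40.7%. In CD4+ TDLN cells, where 4 of 6 genes (66.7%) were higher, it was 52.4% of the genes called with DESeq2, and the 1 gene called with T-lineage scaling was lower. In the CD4+ tissue interaction the share that was more positive in TILs was 15.1%, against 38.2% with GC offsets and 0.3% with T-lineage scaling, which gave 1746 genes there and 2836 in CD8+ cells. Past the adjusted p, 0 genes of S3A, S3B, S3C, S3D, S3F and S3H Figs and 1 of S3G Fig were higher, and at an unadjusted p under 0.05 these were 0, 0, 1, 2, 1, 0 and 1 in the same order. Of the S3 Table genes listed as higher, 2 changed in CD4+ TILs and 0 in CD8+ TILs (6 and 8 at an unadjusted p under 0.05). Among the single genes named in the text, which leave out other genes of the panels, signs reversed in CD4+ TILs for Cd3d (−0.10), Cd247 (−0.011) and Ifng (−0.11), and in CD8+ TILs for Cd80 (−0.52), Cd3d (−0.18), Cd3g (−0.059), Cd247 (−0.07), Cxcl2 (−0.45) and Ccr7 (−0.04). The T-lineage set includes the CD3 genes, so their values near 0 are set by the scaling.

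With the covariate of endothelial, fibroblast, pericyte and melanoma markers, 1552 genes changed in CD4+ TILs, of which 954 were higher and 598 lower, and 17 were among the 1139. In CD8+ TILs 0 were higher and 0 lower (131 at an unadjusted p under 0.05), and in CD45+ TILs 0 changed (1036). All S3 Fig panels had 0 higher genes past the adjusted p, and at an unadjusted p under 0.05 these were 0 in S3A, 1 in S3B, 3 in S3C, 1 in S3D, 3 in S3E, 2 in S3F, 0 in S3G and 0 in S3H. Of the S3 Table genes listed as higher 2 changed in CD4+ and 0 in CD8+ TILs (9 and 5 unadjusted), and of those listed as lower 0 and 0 (6 and 2 unadjusted). Genotype explained a share of 0.89 of this covariate in CD4+ and 0.805 in CD8+ TILs, so these numbers do not tell the markers from genotype. Among the named genes, the log2 fold change reversed in CD4+ TILs for Cd28 (−2.99), Cd80 (−0.89), Cd86 (−3.62), Il7r (−4.33), Ccl12 (0.17), Ccr3 (−1.88), Cxcr6 (−2.85), Ifng (−3.30), Il5 (−2.90), Il17a (−2.32), Il17f (−3.36), Runx1 (−0.74), Gata3 (−0.92), Wwtr1 (1.48), Tead1 (0.58), Tead2 (1.56), Tead4 (2.00), Ccn2 (2.38) and Wwc1 (0.87). In CD8+ TILs it reversed for Cd3d (−0.11), Cd3e (−0.21), Cd3g (−0.004), Cd247 (−0.028), Il2rg (−0.21), Cxcl2 (−0.26), Ccr7 (−0.97), Wwtr1 (0.18), Amotl2 (0.36), Tjp1 (0.45) and Wwc1 (0.28).

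The covariate of Y-linked genes left 2 genes in CD4+ TILs (0 higher and 2 lower, 1216 at an unadjusted p under 0.05), 1 in CD8+ TILs (0 higher and 1 lower, 3389 unadjusted), 1 in CD45+ TILs, 1 in CD4+ and 1 in CD8+ TDLN cells, and gave 194 in CD45+ TDLN cells. In the S3 Fig panels 0 genes were higher past the adjusted p, and 11 in S3A, 3 in S3B, 6 in S3C, 5 in S3D, 0 in S3E, 1 in S3F, 2 in S3G and 1 in S3H at an unadjusted p under 0.05. Of the S3 Table genes, 0 changed the same way, and 18 and 54 listed as higher and 29 and 29 listed as lower had an unadjusted p under 0.05 in CD4+ and CD8+ TILs. Ifng in CD4+ TILs (−0.26) and Kdm5d (0.027) and Uty (0.29) in CD4+ TDLN cells reversed. Genotype explained a share of this covariate between 0.535 and 0.62, and Kdm5d and Uty are among its own genes.

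With the replicate block, 91 genes were higher and 676 lower in CD4+ TILs and 4 changed in CD4+ TDLN cells, where same-numbered libraries deviated with correlations of −0.04 and 0.022. In CD45+ TDLN cells 1 gene changed (267 at an unadjusted p under 0.05), with a correlation of 0.002. These correlations give no sign that the numbers pair the libraries, so lost calls are not read as weaker effects. In CD8+ TILs 0 genes were higher and 1 was lower with the block (3480 unadjusted, correlation −0.237), and 1 gene passed in CD8+ TDLN cells (55 unadjusted, correlation −0.292) and 1 in CD45+ TILs. These negative correlations give no sign of pairing either, so the lost calls there do not decide whether effects are weaker. The tissue interactions gave 89 genes in CD4+ and 0 in CD8+ cells. With a term for each mouse, taken as genotype and number, they gave 132 and 0 (1930 unadjusted), and the interaction between CD4+ and CD8+ TILs gave 4. Same-numbered libraries of one genotype deviated alike between CD4+ and CD8+ TILs (correlations 0.417 in WT and 0.483 in Yap-cKO mice), but between tissues in WT CD4+ cells alone (0.303, against −0.163 to −0.018 in the other 3 pairs of groups). In the S3A, S3C, S3D, S3G and S3H Figs 0 genes passed, and 14, 8, 7, 2 and 3 had an unadjusted p under 0.05. Of the S3 Table genes listed as higher, 12 and 0 changed in CD4+ and CD8+ TILs (60 and 74 unadjusted), and 0 of those listed as lower in CD8+ TILs (40 unadjusted).

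Leaving out each library in turn gave from 332 to 3236 genes in CD4+ TILs (25 to 1176 higher and 307 to 2060 lower) and from 1 to 2582 in CD8+ TILs (0 to 1107 higher and 1 to 1475 lower). The range over these 8 fits was 1 to 117 in CD45+ TILs, 1 to 7 in CD4+ TDLN cells, 1 to 3 in CD8+ TDLN cells and 1 to 5 in CD45+ TDLN cells. For the tissue interactions each of the 8 fits left out both libraries of one genotype and number. The range there was 1 to 585 in CD4+ and 0 to 176 in CD8+ cells. In the S3 Fig panels it was 0 to 14 genes in S3A, 0 to 12 in S3B, 0 to 8 in S3C, 0 to 6 in S3D, 0 to 8 in S3F, and 0 to 2 in S3G and in S3H. The S3 Table genes ranged from 1 to 50 and from 0 to 70 for those listed as higher in CD4+ and CD8+ TILs, and from 8 to 40 and from 0 to 35 for those listed as lower. In CD8+ TILs the lowest number, without Yap-cKO replicate 2, went with 4007 genes at an unadjusted p under 0.05.

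Of 133 log2 fold changes of named genes, 51 stayed on the same side of the adjusted p of 0.05 in every fit that left out a library, and 2 changed sign in at least 1 such fit. These were Yap1 in CD8+ TDLN cells, from −0.67 to 0.22, and Yap1 in CD45+ TDLN cells, from −0.27 to 0.018. Yap1 in CD8+ TDLN cells was also positive with DESeq2, length offsets and shrunken fold changes (0.05), with length offsets in edgeR (0.08), with T-lineage scaling (0.20) and with the Y-linked covariate (0.30). Over the other alternatives 675 values of named genes kept their direction and their side of the threshold, 229 lost and 64 gained significance, and 46 changed direction. At the depth of these libraries 3 counts correspond to between 0.124 and 0.237 CPM, so differences of genes below that level were not detectable.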

Differences from the paper's values

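The gene numbers of the paper are those of S3 Table for TILs and S2 Table and Fig 5D for TDLN cells, and its log2 fold changes are those of S1 Table, S2 Table and S6 Data. The alternatives named here were set before the data were examined unless it is said otherwise. The paper's methods name Salmon, tximport and DESeq2, and the alternative closest to them uses DESeq2 with average transcript length offsets and shrunken fold changes.

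In CD4+ TILs 193 genes were higher in Yap-cKO against the paper's 573. DESeq2 with its size factors gave 582, and DESeq2 with length offsets and shrunken fold changes gave 568, both within 1.5 times the paper's number, which no other alternative reached. In CD8+ TILs 428 were higher against the paper's 691. The same DESeq2 alternatives gave 801 and 696, no count filter gave 520, the adjusted p alone gave 523, and leaving out Yap-cKO replicate 3 gave 683. Genes lower in CD4+ TILs numbered 946 against the paper's 1660, with 1560 and 1663 in the DESeq2 alternatives, 1480 without the count filter and 2060 without Yap-cKO replicate 3. Genes lower in CD8+ TILs numbered 1291 against the paper's 1941, with 1776 and 1940 in the DESeq2 alternatives, 1583 without the count filter, 1354 on the adjusted p alone, 1306 with length offsets in edgeR, 1475 without WT replicate 3 and 1464 without Yap-cKO replicate 3. In both directions together, CD4+ TILs had 1139 genes against the paper's 2233. The alternatives within 1.5 times of that were the DESeq2 alternatives (2142 and 2231), no count filter (1723), T-lineage scaling (3147), the marker covariate (1552) and leaving out Yap-cKO replicate 3 (3236). Of the 1552 genes with the marker covariate, 17 were among the 1139. In CD8+ TILs 1719 genes stood against the paper's 2632, with 2577 and 2636 in the DESeq2 alternatives, 2103 without the count filter, 1877 on the adjusted p alone, 2582 without WT replicate 3 and 2147 without Yap-cKO replicate 3. In each of these cases the other alternatives set before the data were examined did not come within 1.5 times. Offsets for GC content, which were chosen after the data were seen, also came within 1.5 times in all 6 cases, with 772 genes higher and 1125 lower in CD4+ TILs and 614 higher and 1403 lower in CD8+ TILs. They also raised the median log2 fold change of all genes in CD4+ TILs from 0.14 to 0.26. The larger number of higher genes there can thus not be ascribed to GC content.

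In CD4+ TDLN cells 6 genes had an adjusted p under 0.05 against the paper's 20. DESeq2 gave 22, DESeq2 with length offsets and shrunken fold changes gave 21 and no count filter gave 21, and the other alternatives did not close the gap. In CD8+ TDLN cells 2 genes had an adjusted p under 0.05 against about 11 in Fig 5D, read by eye. Here DESeq2 gave 15, DESeq2 with length offsets and shrunken fold changes gave 11 and no count filter gave 8.

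Of 27 log2 fold changes compared with the paper's in CD4+ TILs, 6 differed by more than the larger of the standard errors in S1 Table and here. With DESeq2, length offsets and shrunken fold changes all 6 came within it. Aplnr was at −6.97 against the paper's −4.49 (−4.48 with that alternative, and −5.66 with the marker covariate). Fstl1 was at −3.63 against the paper's −2.27 (−2.27 with that alternative, −2.42 with length offsets in edgeR and −2.08 with the marker covariate). Kank1 was at −5.23 against the paper's −4.37 (−4.38, −4.82 and −3.71 in the same order). Il5 was at 6.65 against the paper's 4.35 (4.35 with DESeq2, length offsets and shrunken fold changes, 4.79 with the replicate block and 4.57 without Yap-cKO replicate 1). The library values of S6 Data gave a log2 ratio of means of 6.658 for Il5, against 6.661 here, so it differed from S1 Table alone. Tead4 was at −3.38 against the paper's −2.44 (−2.43 with DESeq2, length offsets and shrunken fold changes, −2.97 with length offsets in edgeR, −3.37 with the replicate block, and −2.96, −3.19 and −3.34 without Yap-cKO replicates 1, 2 and 4). Amotl2 was at −2.83 against the paper's −2.0 (−2.0, −2.19 with length offsets in edgeR and −1.10 with the marker covariate).

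In CD4+ TDLN cells 15 of 18 log2 fold changes differed from the paper's. DESeq2 with length offsets and shrunken fold changes brought each of the 15 within the larger standard error, and its values are given in parentheses. Rps3a3 was at −6.15 against the paper's −4.39 (−4.38), Gm7600 at 5.17 against the paper's 2.17 (2.15), Gm4956 at 5.29 against the paper's 1.90 (1.87), Slco1a6 at 2.40 against the paper's 1.52 (1.51), Camk2b at −1.81 against the paper's −1.29 (−1.29) and Vmn2r97 at 2.66 against the paper's 1.34 (1.34). Kdm5d was at −2.33 against the paper's −1.46 (−1.44, and −1.92 with T-lineage scaling), and Uty at −3.36 against the paper's −1.39 (−1.38). Cfap74 was at 2.29 against the paper's 1.35 (1.34), Rab6b at 2.25 against the paper's 1.29 (1.28), Zfp937 at 2.01 against the paper's 1.19 (1.19), Vmn2r96 at 2.35 against the paper's 1.22 (1.21) and Bmf at 2.95 against the paper's 1.17 (1.15). Cdk5rap1 was at −1.68 against the paper's −1.18 (−1.17), with −1.58 under T-lineage scaling and −1.40 and −1.47 without WT replicate 3 and Yap-cKO replicate 4. Gm46223 was at −1.54 against the paper's −1.30 (−1.30). It also came within the larger standard error without the count filter (−1.55), with the replicate block (−1.54), with T-lineage scaling (−1.33), without WT replicates 2 and 3 (−1.48 and −1.47) and without Yap-cKO replicates 2, 3 and 4 (−1.44, −1.53 and −1.52). For Tgif1-ps, whose WT libraries held at most 3 counts, the log2 fold change was at least 4.81 against the paper's 2.28, and DESeq2 with length offsets and shrunken fold changes gave 2.27.

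For the CD8+ TIL genes of S6 Data, the paper's log2 ratio was computed from the listed value of each library. For 4 of the 10 genes of S3C Fig it had the opposite sign to the log2 fold change found here. Ccl12 was at 2.35 against the paper's −2.29, Ccl24 at 1.33 against the paper's −1.20 and Cxcl16 at 1.48 against the paper's −1.46, and none of the alternatives set before the data were examined closed these gaps. Cxcl2 was at 0.50 against the paper's −0.55, and T-lineage scaling (−0.45) and the marker covariate (−0.26) came within the standard error. The 14 genes of S3A Fig and the 12 of S3D Fig did not differ.

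The paper states that chemokine and chemokine receptor gene sets are enriched in Yap-cKO TILs. In CD4+ TILs 0 of the 10 chemokine genes of S3E Fig were higher at an adjusted p under 0.05 (0 at an unadjusted p under 0.05, edgeR), and 4 had a positive log2 fold change. None of the alternatives brought any of these genes past the adjusted p over all genes. Adjusted over the 10 genes alone, 2 passed with the marker covariate. The paper states that CD3, CD28, CD80 and CD86 are up-regulated. At an adjusted p under 0.05 with edgeR, Cd80 was higher in CD4+ TILs and Cd28 and Cd86 were higher in CD8+ TILs, and the CD3 genes passed in neither. Without Yap-cKO replicate 3, Cd28 and Cd86 also passed in CD4+ TILs. In CD8+ TILs Cd3e, Cd3g and Cd247 passed without WT replicate 3, and Cd247 passed with DESeq2 at a log2 fold change of 0.84. The paper states that all subset-defining transcription factors and cytokines are up-regulated in CD4+ TILs. Their log2 fold changes were positive, and 2 of 5 transcription factor genes and 2 of 7 cytokine genes had an adjusted p under 0.05 with edgeR. No alternative set before the data were examined gave more than these over all genes, and adjusted over the list alone DESeq2 gave 4 of the 5 transcription factor genes, the replicate block and 3 of the fits that each left out a library gave 3, and for the cytokine genes the fits without Yap-cKO replicate 2 and without Yap-cKO replicate 4 gave 3 of the 7. The GC offsets, chosen after the data were seen, also brought Runx1 past the adjusted p, but they raised the median log2 fold change of all genes as well.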

Other observations

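The tests of Yap1 with the marker covariate, the tests of the Y-linked genes and of the label of WT replicate 4, the levels of Rps3a3 and Gm7600 in that replicate, the melanoma markers in TDLN cells beside Rps3a3, the myeloid markers beside the S3 Fig genes, and the exchange of groups in S6 Data were chosen only after the results were seen, and the Y-linked covariate was added after the data were seen.

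In CD4+ and CD8+ TILs most differentially expressed genes were lower in Yap-cKO (83.1% and 75.1%). Marker genes of melanoma cells summed to 15070 ± 6730 CPM in WT and 1394 ± 1035 CPM in Yap-cKO CD4+ TILs (SD, n = 4), and to 13850 ± 5900 and 1531 ± 1503 CPM in CD8+ TILs. T-lineage genes summed to 5120 ± 2335 and 9018 ± 1336 CPM in CD4+ TILs and to 4241 ± 2153 and 7679 ± 89.6 CPM in CD8+ TILs. In each of these 4 comparisons the groups did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 libraries allow, Benjamini-Hochberg 0.133 over 42 tests). RNA from melanoma, endothelial or fibroblast cells that is more abundant in the WT libraries is a candidate explanation for the lower genes. Of the lower genes, 76.9% in CD4+ TILs (617 of 802) and 79.1% in CD8+ TILs (898 of 1135) also had a negative log2 fold change in CD45+ TILs, against 46.6% and 45.5% of the other genes. However, 77.9% and 81.4% of the higher genes were positive there, against 51.2% and 50.5%, so the sharing of direction is not specific to the lower genes. Of the lower genes 67.9% and 60.7% were under 1 CPM in the median TDLN library of the same cells, against 15.3% and 16.1% of the genes not changed. With the marker covariate 598 genes were lower in CD4+ TILs and 0 in CD8+ TILs (131 genes at an unadjusted p under 0.05), which cannot decide the question because the covariate follows genotype. As a group, the lower genes in TILs can therefore not be told apart from RNA of other cells. Rps3a3 is an exception, since it was also lower in Yap-cKO TDLN cells, where melanoma markers were at 15.4 CPM in WT and 18.1 CPM in Yap-cKO CD4+ cells and at 9.89 and 11.3 CPM in CD8+ cells.

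Yap1 itself had a log2 fold change of −0.16 in CD4+ TILs and −1.0 in CD8+ TILs with the marker covariate. For the reason just given, these values do not tell a loss of Yap1 in T cells from RNA of tumor or stromal cells, which may carry Yap1 into the WT libraries.

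A larger share of T-cell RNA in the Yap-cKO libraries is a candidate explanation for the higher genes of S3 Fig. With the libraries scaled on T-lineage genes, 1 gene of the CD4+ TIL panels and 0 genes of the CD8+ TIL panels were higher at an adjusted p under 0.05 (at an unadjusted p under 0.05, 1 of S3F and 1 of S3G Fig in CD4+ and 1 of S3C and 2 of S3D Fig in CD8+ TILs). That scaling lowered the log2 fold changes of all genes, whose median became −1.07 in both populations, so the lost calls do not decide the question. The log2 fold changes stayed positive for 14 of 14 genes of S3A and 15 of 15 of S3B Fig (medians 0.41 and 0.43), 9 of 10 of S3C, 8 of 12 of S3D, 1 of 10 of S3E, 11 of 11 of S3F, 6 of 7 of S3G and 4 of 5 of S3H Fig. Myeloid markers summed to 639 ± 275 CPM in WT and 1696 ± 815 CPM in Yap-cKO CD8+ TILs (SD, n = 4; exact permutation test, two-sided, p = 0.0571, Benjamini-Hochberg 0.16 over 42 tests; higher in 3 of 4 Yap-cKO libraries than in any WT library). In CD4+ TILs they summed to 615 ± 289 and 289 ± 220 CPM (SD, n = 4; exact permutation test, two-sided, p = 0.171, Benjamini-Hochberg 0.379; lower in 3 of 4 Yap-cKO libraries than in any WT library). A higher level in each T cell, a larger share of T cells and, in CD8+ TILs, more RNA of myeloid cells thus remain as hypotheses.

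Other splits of the libraries exchanged the labels of same-numbered pairs. The real labels gave the largest number, 1 of 8 splits, for the genes changed in CD4+ TILs (the next split gave 2), CD8+ TILs (next 1) and CD4+ TDLN cells (next 2), and for S3A, S3B, S3C, S3D, S3F, S3G and S3H Figs, where the other splits gave 0 genes. For S3E Fig 8 of 8 splits gave 0. A share of 1 in 8 cannot rule out a random division. The S3 Fig lists were chosen from these libraries with the real labels, which favors the real labels in these splits. In CD8+ TDLN cells 4 of 8 splits gave at least the 2 genes of the real labels, and exchanging the labels of pair 4 gave 1383. Same-numbered libraries of pairs 3 and 4 deviated there with correlations of −0.524 and −0.743, the cause of which was not tested.

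Between CD4+ and CD8+ TILs the response to Yap deletion differed for 0 genes (525 at an unadjusted p under 0.05), and 100 of 100 splits gave at least as many, which a number of 0 fixes in advance. The largest split, which exchanged the labels of all CD8+ TIL pairs and so tests the responses added together, gave 5016. At equal depth 1 gene passed, Prox1, and 0 passed without the 50 genes with the most counts (508 at an unadjusted p under 0.05) and with GC offsets (649). With a term for each mouse, which was chosen after the data were seen, 4 genes passed (873 at an unadjusted p under 0.05), of which Lyz2 is one of the myeloid markers, and DESeq2's size factors gave 45 genes. The number is thus small in these fits but depends on the model. In both cell types 653 genes were changed in the same direction, and 1 was changed in opposite directions.

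The Y-linked genes Ddx3y and Eif2s3y were above 5 CPM in 18 of the 18 libraries of WT replicates 1 to 3, across cell types and tissues, and in 0 of the other 30 libraries. After TMM normalization Ddx3y was between 10.7 and 185 CPM in the former and at most 0.347 CPM in the latter. WT replicates 1 to 3 may thus come from male mice, and WT replicate 4 and the Yap-cKO replicates from female mice. Yap1, at 21.52 CPM or more in the CD4+ and CD8+ TILs of WT replicate 4, does not decide whether the label of that replicate was exchanged, since RNA of tumor or stromal cells may carry Yap1. Rps3a3 and Gm7600 were there at the levels of the other WT libraries, as given below. With the Y-linked covariate the numbers of genes were 2, 1 and 1 in CD4+, CD8+ and CD45+ TILs and 1, 1 and 194 in the TDLN cells. Genotype explained a share of 0.558, 0.535, 0.565, 0.62, 0.583 and 0.575 of the covariate in the same order, so these numbers do not tell sex from genotype. The 2 are only partly confounded, since Ddx3y and Eif2s3y were under 5 CPM in WT replicate 4 as well as in the Yap-cKO libraries. For 1095 of the 1139 genes changed in CD4+ TILs and 1537 of the 1719 in CD8+ TILs that replicate, like the other WT libraries, lay outside the range of the Yap-cKO libraries, which sex alone would not give, although these genes were selected for a difference between the same groups.

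The genes Rps3a3 and Gm7600 were changed in all 6 comparisons, in T cells and in CD45+ cells. Of the 6 genes changed in CD4+ TDLN cells 3, and of the 2 changed in CD8+ TDLN cells 2, were changed in the same direction in CD45+ TDLN cells, and 15 of the 16 S2 Table genes tested everywhere had the same direction in all 6 comparisons. A difference between the mice that is not specific to T cells, such as a strain variant or pseudogene reads, is a candidate explanation. Sex is not one for these 2 genes, since WT replicate 4 had 48.1 to 109 CPM of Rps3a3 and at most 0.331 CPM of Gm7600 in the 6 populations. A strain variant carried with the Yap1 locus was tested by position. Of the 11 genes changed in any TDLN comparison, 0 lay within 20 Mb of Yap1 on chromosome 9, against 144 of 14391 tested genes (Fisher's exact test, two-sided, p = 1.0). With so few changed genes the test had little power.

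Of 84 gene values of S6 Data compared with the libraries, 4 had a log2 ratio of the opposite sign, all of them chemokine genes of S3C Fig (Ccl12, Ccl24, Cxcl2 and Cxcl16). The correlation across the 8 libraries was at least 0.945 for the others and at most −0.073 for these 4. A candidate explanation is that the WT and Yap-cKO values of these genes are exchanged in S6 Data. After the groups were exchanged the lowest correlation of the 4 was 0.993, which fits an exchange of columns in that list and does not bear on the libraries.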
